# Roux-en-Y Gastric Bypass and Caloric Restriction but Not Gut Hormone-Based Treatments Profoundly Impact the Hypothalamic Transcriptome in Obese Rats

**DOI:** 10.3390/nu14010116

**Published:** 2021-12-28

**Authors:** Ulrich Dischinger, Tobias Heckel, Thorsten Bischler, Julia Hasinger, Malina Königsrainer, Angelika Schmitt-Böhrer, Christoph Otto, Martin Fassnacht, Florian Seyfried, Mohammed Khair Hankir

**Keywords:** obesity, Roux-en-Y gastric bypass surgery, liraglutide, PYY3-36, hypothalamic gene expression

## Abstract

Background: The hypothalamus is an important brain region for the regulation of energy balance. Roux-en-Y gastric bypass (RYGB) surgery and gut hormone-based treatments are known to reduce body weight, but their effects on hypothalamic gene expression and signaling pathways are poorly studied. Methods: Diet-induced obese male Wistar rats were randomized into the following groups: RYGB, sham operation, sham + body weight-matched (BWM) to the RYGB group, osmotic minipump delivering PYY3-36 (0.1 mg/kg/day), liraglutide s.c. (0.4 mg/kg/day), PYY3-36 + liraglutide, and saline. All groups (except BWM) were kept on a free choice of high- and low-fat diets. Four weeks after interventions, hypothalami were collected for RNA sequencing. Results: While rats in the RYGB, BWM, and PYY3-36 + liraglutide groups had comparable reductions in body weight, only RYGB and BWM treatment had a major impact on hypothalamic gene expression. In these groups, hypothalamic leptin receptor expression as well as the JAK–STAT, PI3K-Akt, and AMPK signaling pathways were upregulated. No significant changes could be detected in PYY3-36 + liraglutide-, liraglutide-, and PYY-treated groups. Conclusions: Despite causing similar body weight changes compared to RYGB and BWM, PYY3-36 + liraglutide treatment does not impact hypothalamic gene expression. Whether this striking difference is favorable or unfavorable to metabolic health in the long term requires further investigation.

## 1. Introduction

Obesity currently affects more than one-third of the global population and represents a major socioeconomic burden [1,2,3]. Moreover, obesity increases the risk of developing several life-shortening diseases such as type 2 diabetes, chronic heart failure, cardiovascular disease, and cancer [4].

Available noninvasive treatment options for severe obesity lack efficacy and result in long-term weight regain in the vast majority of patients. In contrast, bariatric surgery, in particular, Roux-en-Y gastric bypass (RYGB), achieves marked and sustained weight loss alongside improving metabolic health [5,6,7,8]. The persistently negative energy balance after surgery is considered to be mainly caused by a decrease in energy intake (approximately 50%) [9,10,11,12,13,14,15,16,17,18,19,20,21,22], mostly from fat [9,12,14,17,19,20,22,23,24].

The mechanisms behind the impressive efficacy of RYGB are poorly understood. Previous research concentrated mainly on peripheral effects and, among others, identified markedly increased levels of gut hormones derived from enteroendocrine L-cells suppressing appetite and controlling glucose, such as glucagon-like peptide-1 (GLP-1) and peptide tyrosine tyrosine 3-36 (PYY3-36), in humans and rodent models [25,26,27,28,29,30,31,32,33,34]. We have recently shown that a combinatory treatment ofPYY3-36 and the stable GLP-1 analogue liraglutide leads to similar changes in body weight compared to RYGB in diet-induced obese rats [35]. Both therapies proved to be effective in reducing overall food intake and high-fat preference [35]. Further underlining the relevance of PYY3-36 and GLP-1, we could increase high-fat food preference of RYGB-treated rats by using antagonists of their respective receptors [36].

These findings might suggest GLP-1 + PYY3-36 combination therapy as a pharmaceutical alternative to RYGB for treating obesity. However, perturbing the receptors of PYY3-36 and/or GLP-1 does not weaken the efficacy of RYGB in mice [37,38,39,40,41]. Additionally, plasma levels of many anorexigenic gut hormones such as oxyntomodulin and neurotensin are elevated following RYGB [42,43,44,45,46], which underlines the hormonal complexity behind this surgical intervention.

The hypothalamus is known to be the main integrator of hormonal and neural signals involved in the regulation of food intake and body weight [47,48]. In this brain region, the expression of key orexigenic neuropeptides such as neuropeptide Y (NPY) and agouti-related peptide (AgRP) and anorexigenic neuropeptides such as proopiomelanocortin (POMC) and cocaine- and amphetamine-regulated transcript (CART) is affected by caloric restriction [49,50], RYGB [49,51], and liraglutide [52]. In this study, we wanted to compare the broader effects of these treatments on hypothalamic gene expression by using RNA sequencing.

## 2. Materials and Methods

### 2.1. Animals

Adult male Wistar rats (Charles River Laboratories, *n* = 66, 9–10 weeks old) weighing 328.7 ± 16.3 g, were initially group-housed in a dedicated facility with an ambient room temperature of 22 °C and a 12 h light/dark cycle. They had free access to a high-fat diet (C1090-60 HF diet, 5228 kcal/kg; 60% calories from fat, 16% from protein, and 24% from carbohydrate; Altromin) for 6 weeks to induce obesity, as described before [35]. Animals were then randomized into the following groups with pharmaceutical/surgical treatment: five animals received liraglutide s.c. (0.4 mg/kg/day, Victoza, Novo Nordisk Pharma, Bagsværd, Denmark) and isotonic saline (Braun, Melsungen, Germany) via osmotic minipump. Five animals received PYY3-36 (0.1 mg/kg/day, Hölzel diagnostika, Cologne, Germany) via osmotic minipump and saline s.c. Ten animals received a combination of liraglutide s.c. and PYY3-36 via osmotic minipump, and eight animals received saline only (via osmotic minipump and s.c.). Fourteen animals underwent RYGB, and eleven animals a sham operation. Seven animals were body-weight-matched controls (BWM) by chronic food restriction to induce a similar weight course compared to RYGB animals. This was achieved by restricting the amount of high- and low-fat diet they consumed to that of RYGB animals. Consequently, all groups except BWM had a free choice of high- and low-fat diet (ad libitum) from intervention on (RYGB from the third postoperative day on). Due to capacity reasons, experiments were performed in two different periods (batch A and batch B). However, experiments were performed by the same investigators under the same conditions.

All animal procedures were approved by the local regulatory authority (Regierung von Unterfranken, Würzburg, Germany, AZ: 55.2-2532-2-467). All experiments were performed in accordance with German and European laws and regulations (TierSchG, TierSchVersV, Directive 2010/63/EU). All efforts were made to minimize suffering.

### 2.2. Drugs

We administered liraglutide at a dose of 0.4 mg/kg/day once daily s.c. and PYY3-36 at a dose of 0.1 mg/kg/day [52,53]. PYY3-36 was administered via subcutaneously implanted osmotic minipumps (ALZET pump model 2004) to overcome its short half-life [54]. We administered isotonic saline at a dose of 1 µL/g body weight once daily subcutaneously (corresponding to the volume of liraglutide) and/or via osmotic minipump.

### 2.3. Surgeries

As published before [36], animals were isoflurane-anesthetized and under butorphanol (0.1 mg/kg) analgesia for RYGB and sham operation. A small gastric pouch 5% of the original stomach size was created, and the biliopancreatic and common limbs were made to measure 15 cm and 25 cm in length, respectively [36,55]. After the intervention, animals were transferred to individual cages. Postoperatively, all animals received carprofen (5 mg/kg) for 5 days. From postoperative day 3 onwards, animals (except BWM) were kept on a choice of C1090-10 LF (3514 kcal/kg; 10% calories from fat, 24% from protein, and 66% from carbohydrate; Altromin) and HF diets. LF and HF diet intakes were measured daily for each animal, and HF/LF food preference was calculated as described before.

### 2.4. Extraction of mRNA

Four weeks after intervention, animals were euthanized after 10 h fasting in deep anesthesia. Brains were quickly removed, snap-frozen in liquid nitrogen, and stored at –80 °C until further processing. Using a microscope with an attached freezing plate, hypothalami were isolated from the brains and frozen on dry ice in Eppendorf tubes immediately. The hypothalami were then homogenized using QIAGEN Tissue Lyser II (85300; QIAGEN, Venlo, Netherlands) and further digested using Proteinase K (PK) Solution (MC5005; Promega, Fitchburg, WI, USA). Total RNA was extracted using Promega’s “Maxwell Simply RNA Tissue Kit” (AS1340) and measured using a NanoDrop™ 2000c spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA).

### 2.5. RNA Sequencing

As described before [56], RNA quality was checked using a 2100 Bioanalyzer with the RNA 6000 Nano kit (Agilent Technologies, Santa Clara, CA, USA). The RIN for all samples was >7.2. DNA libraries suitable for sequencing were prepared from 100 ng of total RNA with oligo-dT capture beads for poly-A-mRNA enrichment using the TruSeq Stranded mRNA Library Preparation Kit (Illumina, San Diego, CA, USA) according to manufacturer’s instructions. After 15 cycles of PCR amplification, the size distribution of the barcoded DNA libraries was estimated ~285/335 bp by electrophoresis on Agilent DNA 1000 Bioanalyzer microfluidic chips.

Sequencing of pooled libraries, spiked with 1% PhiX control library, was performed at 30–50 million reads/sample in single-end mode with 75 nt read length on the NextSeq 500 platform (Illumina) with High Output Kits v2.5. Demultiplexed FASTQ files were generated with bcl2fastq2 v2.20.0.422 (Illumina).

To assure high sequence quality, Illumina reads were quality- and adapter-trimmed via Cutadapt version 1.16/2.1/2.5 using a cutoff Phred score of 20 in NextSeq mode, and reads without any remaining bases were discarded (command line parameters: --nextseq-trim = 20 -m 1 -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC). Processed reads were subsequently mapped to the rat genome (GCF_000001895.5/Rnor_6.0 primary assembly and mitochondrion) using STAR v2.7.2b with default parameters based on RefSeq annotation version 106 for GCF_000001895.5/Rnor_6.0 [57]. Read counts on exon level summarized for each gene were generated using featureCounts v1.6.4 from the Subread package [58]. Multi-mapping and multi-overlapping reads were counted strand-specific and reversely stranded with a fractional count for each alignment and overlapping feature (command line parameters: -s 2 -t exon -M -O --fraction). The count output was utilized to identify differentially expressed genes using DESeq2 [59] version 1.24.0. Read counts were normalized by DESeq2, and fold-change shrinkage was applied by setting the parameter “betaPrior = TRUE”. Differential expression of genes was assumed at an adjusted *p*-value (padj) after Benjamini–Hochberg correction <0.05 and |log2FoldChange| > 1. Considering the DESeq2 log2 fold change of all analyzed genes, clusterProfiler [60] version 3.12.0 was used to perform gene set enrichment analysis (GSEA) based on Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways.

### 2.6. Quantitative Real-Time PCR

Total RNA samples (see Section 2.4) were reverse-transcribed into cDNA using QuantiTect Reverse Transcription Kit (205311; QIAGEN) and Eppendorf Mastercycler Gradient Instrument. CDNA was stored at −20 °C before further use. Quantitative real-time PCR (qPCR) was performed (samples in duplicates) to verify RNA sequencing results using gene-specific primer and hydrolysis probes (*Lepr*: Rn01433205_m1, NM_012596.1; TaqMan^®^; Thermo Fisher Scientific) on a CFX96™ Real-Time PCR Detection System. Efficiency and Cq-values of samples were calculated using LinRegPCR software (v2020.0). Efficiency-correction and normalization to reference genes (*Actb* (Rn00667869_m1, NM_031144.3), *Ubc* (Rn01499642_m1, BC103477.1)) were performed using qBase+ (Biogazelle).

### 2.7. Blood Sampling and Enzyme-Linked Immunosorbent Assay

Plasma samples were collected under fasting conditions and twenty minutes following oral consumption of a mixed meal under deep anesthesia shortly prior euthanasia. Immediately after collection in tubes pretreated with a DPP-IV inhibitor (Merck), plasma was separated from the blood samples by centrifugation at 5 × 103 rpm for 10 min at 4 °C and stored at −80 °C. To measure GLP-1 and PYY levels (all samples in duplicates), rat-specific enzyme immunoassay/enzyme-linked immunosorbent (EIA/ELISA) kits were used (EK-028-11 and EK-059-04(Phoenix Pharmaceuticals)).

### 2.8. Statistical Analysis

Two-tailed unpaired t-test and two-way ANOVA (repeated measures) with Tukey’s post hoc comparison test where appropriate were used for statistical analysis using GraphPad Prism (version 8.1.2) software. Due to mRNA extraction error, one PYY-treated animal had to be excluded from the analyses.

## 3. Results

### 3.1. RYGB and PYY3-36 + Liraglutide Lead to Similar Changes in Body Weight

On the day of surgery and start of medical treatment, respectively, animals of the different treatment/control groups had similar body weights (476.1 ± 8.8 g for the RYGB group, 482.0 ± 12.6 g for the sham group, 545.3 ± 21.3 g for the PYY3-36 + liraglutide group, 500.5 ± 9.5 g for the PYY3-36 group, 487.6 ± 9.6 g for the liraglutide group, 530.4 ± 20.7 g for the saline group, 522.8 ± 16.2 for the low-fat-diet-only group, and 488.0 ± 14.5 g for the BWM group). Post intervention, sham-, saline-, and PYY3-36-treated animals gained weight continuously, while RYGB-, PYY3-36 + liraglutide-, and liraglutide-treated animals began to lose weight. RYGB- and PYY3-36 + liraglutide-treated animals presented with a achieved sustained and plateaued weight loss (effect of intervention: F(6, 58) = 46.5, *p* ≤ 0.0001; effect of time: F(4, 232) = 66.1, *p* ≤ 0.0001; interaction: F(24, 232) = 22.03, *p* ≤ 0.0001, Figure 1). Post hoc testing revealed significant differences between RYGB and sham as well as between PYY3-36 + liraglutide and saline from week one on (*p* ≤ 0.0001). There was a significant difference between RYGB and BWM only in the last week of the observation period (*p* ≤ 0.001).

### 3.2. RYGB and PYY3-36 + Liraglutide Lower Overall Food Intake and Preference for High Fat Diet

As published before (35), RYGB, PYY3-36 + liraglutide, and liraglutide reduced overall food intake (in kcal) in the observation period (effect of intervention: F(5, 300) = 75.2, *p* ≤ 0.0001; effect of time: F(5, 300) = 17.3, *p* ≤ 0.0001; interaction: F(25, 300) = 3.3, *p* ≤ 0.0001).

### 3.3. RYGB and PYY3-36 + Liraglutide Increase Plasma Levels of GLP-1

Fasted GLP-1 levels were significantly higher in liraglutide-treated animals compared to saline-treated animals (F(3, 13) = 6.3, *p* ≤ 0.01. Post hoc: *p* ≤ 0.05). As shown before [60], meal-induced GLP-1 release compared to fasting GLP-1 release was significantly higher in RYGB-treated animals than in sham-treated animals (0.47 ± 0.18 ng/mL vs. 0.80 ± 0.22 ng/mL. F(7, 26) = 4.4, *p* ≤ 0.01. Post hoc: *p* ≤ 0.05). Regarding levels of PYY 3-36, there was also a clear tendency (RYGB: 0.55 ± 0.37 ng/mL vs. sham: 0.27 ± 0.06 ng/mL. F(7, 25) = 2.8, *p* ≤ 0.05. Post hoc: *p* = 0.25).

### 3.4. Only RYGB and Food Restriction Impact Hypothalamic mRNA Expression

While no relevant differences in hypothalamic mRNA expression were found in PYY3-36-, PYY3-36 + liraglutide-, and liraglutide-treated animals compared with saline controls (Figure 2a), a high number of genes were regulated in RYGB-treated animals (266 genes upregulated) and BWM animals (326 genes upregulated) compared with sham controls (Figure 2b).

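The hypothalami of 65 rats were sequenced as 1 library per animal. They came from 14 RYGB-treated, 11 sham-treated, 7 BWM, 8 saline-treated, 5 liraglutide-treated, 4 PYY3-36-treated and 10 PYY3-36 + liraglutide-treated animals. The remaining 6 animals were labelled lean and were taken to be the low-fat-diet-only group, for which the paper reports no RNA results. A further PYY3-36-treated animal was excluded by the authors because of an error in mRNA extraction. BWM animals had their food restricted so that their body weight followed that of the RYGB-treated animals. Tissue was taken 4 weeks after the intervention and 10 h of fasting. The animals belonged to 2 experimental periods, with 37 animals in batch A and 28 in batch B. Batch A held 11 RYGB-treated and 5 sham-treated animals and batch B held 3 and 6. Saline-treated animals (3 and 5) and PYY3-36 + liraglutide-treated animals (5 and 5) were also spread over both batches. BWM and lean animals were all in batch A, and PYY3-36-treated and liraglutide-treated animals were all in batch B. The authors mapped the trimmed single-end reads to the rat genome and counted them on the exons of each annotated gene. Reads with several places or several genes were shared out in fractions, so genes with near-identical copies share reads and 30.3% of the nonzero values were not whole numbers. Between 20041010 and 36539941 counts lay on genes per animal, with a median of 27379945. The group medians ran from 21993350 counts in liraglutide-treated to 31598586 counts in lean animals, and were 28767613 counts in RYGB-treated, 22967576 in sham-treated and 28435188 in BWM animals. The counts were rounded, and 21871 genes were left after genes with low counts were removed with edgeR's filterByExpr. All 65 libraries were then fitted together with edgeR's quasi-likelihood test on counts scaled by TMM, with 1 term for the group and 1 for the batch. Genes were counted as regulated by the paper's thresholds, a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The batch term mattered because 8905 genes differed between the batches at an adjusted p under 0.05.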

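In RYGB-treated animals, 437 genes were upregulated and 81 downregulated compared with sham-treated animals. Without the threshold on the fold change, these numbers were 1425 and 1428. The choice of controls moved the RYGB result most: compared with saline-treated animals, 1 gene was regulated. Within batch A, 294 genes were regulated, of which 93 were also among the 518 genes of both batches together. Within batch B, 607 genes were regulated, of which 250 were among the 518. Leaving out sham replicate 5 gave 337 genes, while no other animal moved the count by more than 1.5 times. In BWM animals, 59 genes were upregulated and 1 was downregulated compared with sham-treated animals, and 9 were regulated compared with saline-treated animals. Within batch A, which holds every BWM animal but only 5 sham-treated ones, 273 genes were regulated, with 29 among the 60. The BWM count depended on single animals. It was 4 without BWM replicate 5, 39 without BWM replicate 7, 133 without BWM replicate 2 and 238 without BWM replicate 1. It was 23 without sham replicate 2 or 3, 22 without sham replicate 5, 39 without sham replicate 8 and 109 without sham replicate 11. DESeq2 with the batch term and no shrinkage gave 669 and 168 genes, of which 504 and 48 were also called by edgeR.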

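The smallest adjusted p-values among genes upregulated in RYGB-treated animals belonged to Mcc, Lrrc58 and Scd4, at 0.000582 each. Mcc (gene34526, chromosome 18, 35683185 to 35817117 of Rnor_6.0) rose by 1.85 on the log2 scale (SE 0.30). Its symbol stands for more than 1 gene of the annotation. Lrrc58 (chromosome 11, 65747235 to 65759558) rose by 1.79 (SE 0.29) and Scd4 (chromosome 1, 264094007 to 264105473) by 1.22 (SE 0.20). Within batches A and B the log2 fold changes were 1.96 and 1.91 for Mcc (gene34526), 1.72 and 2.12 for Lrrc58 and 1.16 and 1.56 for Scd4. Among downregulated genes, Bhlhe23, Ano2 and Nmbr each had an adjusted p of 0.00192. Their log2 fold changes were -4.03 (SE 0.82), -2.66 (SE 0.54) and -1.18 (SE 0.24), with -4.99, -3.62 and -1.63 in batch A and -2.03, -0.58 and -0.52 in batch B. Ano2 rested on sham replicate 1, with 920 normalized counts against at most 114 in any other sham-treated animal, and without it the log2 fold change was -0.93 (adjusted p = 0.127). In BWM animals the first 3 upregulated genes were Pou1f1, Myo15a and Col24a1, with log2 fold changes of 9.31 (SE 1.38, adjusted p = 0.000149), 3.26 (SE 0.54, adjusted p = 0.000944) and 2.93 (SE 0.49, adjusted p = 0.00117). All 3 rested on BWM replicate 5, which had 4720 normalized counts of Pou1f1 against at most 43.1 in the other BWM animals. Without this animal, Pou1f1 did not pass the filter on low counts, and the log2 fold changes of Myo15a and Col24a1 were 0.04 and 0.09. The downregulated gene was Kcng2 (log2 fold change -1.20, SE 0.30, adjusted p = 0.0492), which rested on sham replicate 2 (-0.39 without it). Its adjusted p was also above 0.05 without BWM replicate 3, 4, 5, 6 or 7 or sham replicate 5, 7 or 8, between 0.0525 and 0.164.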

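Compared with saline-treated animals, edgeR counted 0 regulated genes in PYY3-36-treated animals (n = 4), 0 in liraglutide-treated animals (n = 5) and 1 in PYY3-36 + liraglutide-treated animals (n = 10). At an unadjusted p under 0.05 these comparisons held 1649, 456 and 554 genes, and the smallest adjusted p-values were 0.156, 0.785 and 0.00266. The gene was Gpr151 (chromosome 18, 36892403 to 36893797), which fell by 7.73 on the log2 scale (SE 1.28). It rested on saline replicates 7 and 5, with 2431 and 1193 normalized counts against at most 8.96 in the other saline-treated animals. Without saline replicate 7 the log2 fold change was -6.43 (adjusted p = 0.0588) and the count was 0. Within batch A and batch B its log2 fold changes were -1.31 and -8.29, neither past the threshold. Saline replicates 7 and 5 also had the highest scores of thalamus marker genes in the saline group, 6.547 and 5.645 (next 4.808). Tissue of another brain region in these samples therefore stays open as a source of the Gpr151 counts. DESeq2 with the batch term counted 12, 14 and 19 regulated genes. Counts were also simulated from these libraries, with 200 genes of each group changed by 2 on the log2 scale. The same edgeR test recovered 78.0% of them for PYY3-36-treated, 76.5% for liraglutide-treated and 82.0% for PYY3-36 + liraglutide-treated animals. The recovered shares were 90.0% for RYGB-treated and 81.5% for BWM animals, each compared with sham-treated animals. Changes smaller than 2 were not simulated. The shares therefore do not show how many genes with changes near the threshold of 1 would be found in groups of this size.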

These genes could be attached to a significant number of pathways identified as up-regulated by gene-set enrichment analysis (see Tables S1 and S2). In RYGB- vs. sham-treated animals, the pathway for neuroactive ligand–receptor interaction was upregulated (Figure 3) and oxidative phospohorylation downregulated.

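Sets of genes were scored in each animal as the mean of log2(CPM + 1). Groups were compared with the batch as a term and group labels permuted within batches (two-sided). Where a compared group lay in a single batch, only animals of that batch were exchanged, while the difference came from a model with both batches. The p-value then does not test the printed difference directly. The scores of 5 lists were tested in 3 comparisons, and p-values were adjusted over these 15 tests. The list of receptor families named by the paper (CCKR, NTSR, VIPR, MCR and CHRN) had 23 genes with enough counts. Its score was higher in RYGB- than in sham-treated animals by 0.33 (SE 0.09, permutation p = 0.00053, adjusted p = 0.00795). In 13 of 14 RYGB-treated animals the score lay above the sham median. It was higher by 0.22 in batch A and by 0.59 in batch B (exact permutation p = 0.041 and 0.0119). The 90 genes of oxidative phosphorylation had a lower score in RYGB-treated animals, with a difference of -0.31 (SE 0.09, permutation p = 0.0012, adjusted p = 0.009), and 13 of 14 animals lay below the sham median. The difference was -0.33 in batch A and -0.40 in batch B (exact permutation p = 0.0467 and 0.0119). Replacing the controls by saline-treated animals moved both lists most. The receptor difference was then 0.07 and that of oxidative phosphorylation -0.11 (permutation p = 0.218 and 0.34). With a score of ribosomal protein genes as a covariate, a setting chosen after seeing the data, oxidative phosphorylation was lower by 0.12 (permutation p = 0.017, adjusted p = 0.0947).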

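Normalized counts, scaled by DESeq2's size factors, are given as mean ± SD for RYGB-treated (n = 14) and sham-treated animals (n = 11), with two-sided permutation tests adjusted over 14 genes. The serotonin receptor genes had 157 ± 74.2 vs. 82.5 ± 53.1 for Htr1b, 79.4 ± 37.3 vs. 25.5 ± 10.5 for Htr2a and 178 ± 60.2 vs. 97.6 ± 39.0 for Htr5a, with adjusted p-values of 0.0106, 0.00077 and 0.0025. They lay above the sham median in 12, 13 and 13 of 14 RYGB-treated animals. The glycine receptor genes had 385 ± 167 vs. 173 ± 144 for Glra1, 54.3 ± 28.3 vs. 6.50 ± 6.84 for Glra3 and 85.2 ± 27.1 vs. 76.5 ± 40.8 for Glra4. Their adjusted p-values were 0.00554, 0.00028 and 0.528, and 13, 14 and 6 RYGB-treated animals lay above the sham median. Npy4r had 11.7 ± 6.13 vs. 3.81 ± 3.89 normalized counts (adjusted p = 0.0025). Mc3r was higher in RYGB-treated animals, with 123 ± 61.5 vs. 57.7 ± 49.5 (adjusted p = 0.0106), and Mc4r lower, with 104 ± 47.2 vs. 189 ± 90.3 (adjusted p = 0.00554). Mc4r lay above the sham median in 2 of 14 RYGB-treated animals. Prlr had 58.7 ± 36.8 vs. 14.8 ± 12.2 and Insr 526 ± 164 vs. 234 ± 168 normalized counts (adjusted p = 0.0021 each). The succinate dehydrogenase genes were lower in RYGB-treated animals, with 3520 ± 652 vs. 4241 ± 479 for Sdhb, 4722 ± 984 vs. 6124 ± 1329 for Sdhc and 3288 ± 722 vs. 4398 ± 941 for Sdhd. Their adjusted p-values were 0.00795, 0.00881 and 0.00554, and 13 of 14 RYGB-treated animals lay below the sham median for each. Apart from Glra4, these genes also kept an adjusted p under 0.05 when labels were permuted within batches. Within batch A alone (n = 11 and 5), Htr2a, Glra3, Prlr and Npy4r kept it, with 0.031, 0.031, 0.031 and 0.0465 in the exact permutation test. Mc4r, Sdhc and Sdhd had 0.195, 0.419 and 0.457 there. Within batch B alone (n = 3 and 6), Htr2a and Htr5a (0.0476 each) and Glra1, Glra3, Insr, Sdhc and Sdhd (0.0333 each) kept it. Htr1b, Npy4r, Mc3r, Mc4r, Prlr and Sdhb had 0.167, 0.136, 0.0833, 0.0833, 0.295 and 0.0625 there. The difference of Glra4 had the opposite sign in batch B, at -23.2 normalized counts. In the edgeR model with the batch term the adjusted p was under 0.05 for Htr2a, Htr5a, Glra3, Prlr and Insr (0.00579, 0.0352, 0.000654, 0.0439 and 0.00479). Without 1 animal, the adjusted p rose above 0.05 in 15 of 25 fits for Prlr (at most 0.0911, without sham replicate 5) and in 9 of 25 for Htr5a (at most 0.0778, without sham replicate 5). It was above 0.05 with all animals for Htr1b, Glra1, Glra4, Npy4r, Mc3r and Mc4r (0.102, 0.0753, 0.652, 0.0804, 0.235 and 0.101) and for Sdhb, Sdhc and Sdhd (0.0658, 0.0871 and 0.0677). Without 1 animal, it fell under 0.05 in 2 of 25 fits each for Htr1b, Glra1 and Npy4r (at least 0.0391, 0.0366 and 0.0393). It did so in 3, 1 and 4 fits for Sdhb, Sdhc and Sdhd, lowest without RYGB replicate 11 (0.0054, 0.00536 and 0.00411). For Glra4, Mc3r and Mc4r it did so in 0 fits.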

In detail, when analyzing normalized counts of genes of these pathways, we found significantly higher levels of *Htr1b*, *Htr2a*, *Htr5a*, *Glra1*, *Glra3*, *Glra4*, *Npy4r*, *Mc3r*, *Mc4r*, *Prlr*, and *Insr* and significantly lower levels of *Sdhb, Sdhc*, and *Sdhd* in RYGB- vs. Sham-treated animals. 

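In the edgeR model, Lepr (chromosome 5, 120503475 to 120682281) was higher than in sham-treated animals by 1.39 on the log2 scale in RYGB-treated animals (SE 0.37, adjusted p = 0.0115) and by 1.57 in BWM animals (SE 0.44, adjusted p = 0.0877). Within batch A they were 1.69 and 1.83 (adjusted p = 0.0703 and 0.0721), and in batch B RYGB-treated animals differed by 1.04. Compared with saline-treated animals, Lepr differed by 0.11 in RYGB-treated (adjusted p = 1) and by 0.28 in BWM animals (adjusted p = 0.937). It was lower in sham- than in saline-treated animals by -1.28 (adjusted p = 0.232), and higher in lean than in sham-treated animals by 1.00 (adjusted p = 0.374). With scores of pituitary, choroid plexus and meninges genes as covariates, the differences from sham-treated animals were 0.66 (adjusted p = 0.068) and 0.34. Without BWM replicate 7 the difference in BWM animals was 0.87 (adjusted p = 0.644). It passed the threshold without BWM replicate 1 (1.72) or sham replicate 11 (1.69). Core genes of 3 signaling pathways were scored in each animal. The score of 19 JAK-STAT genes was higher by 0.18 in RYGB-treated animals (SE 0.06, permutation p = 0.00368, adjusted p = 0.0184) and by 0.23 in BWM animals (SE 0.07, exact permutation p = 0.0303, adjusted p = 0.114). It lay above the sham median in 13 of 14 and in 7 of 7 animals, and the BWM difference passed the threshold without BWM replicate 2 (0.27, adjusted p = 0.0433). Within batches, the difference of RYGB-treated animals was 0.19 in batch A and 0.22 in batch B (exact permutation p = 0.0657 and 0.0119). The score of 15 PI3K-Akt genes was higher by 0.12 in RYGB-treated animals (permutation p = 0.0412, adjusted p = 0.124) and by 0.10 in BWM animals (exact permutation p = 0.283, adjusted p = 0.53). It lay above the sham median in 13 of 14 and 6 of 7 animals, and the RYGB difference passed the threshold without RYGB replicate 11 (0.15, adjusted p = 0.00745) or sham replicate 10 (0.14, adjusted p = 0.0473). For 9 AMPK genes, the differences were 0.02 and 0.04, with an adjusted permutation p of 0.967 for each. The score lay above the sham median in 10 of 14 RYGB-treated and 6 of 7 BWM animals, and without sham replicate 2 the differences were 0.068 and 0.099 (adjusted p = 0.365 each). Their sign was not stable. Camera and fry gave a lower level in RYGB-treated and a higher one in BWM animals, the 9 genes had a median log2 fold change of -0.05 in BWM animals, and within batch A both scores were lower than in sham-treated animals, by -0.03 and -0.008.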

Looking for similar differences in RYGB and BWM groups compared with the sham group, we identified an upregulation of the leptin receptor (*Lepr*) and its mediating pathways, such as the JAK–STAT, the PI3K–Akt, and the AMPK pathway (Figure 4). Additionally, we directly compared RYGB-treated and BWM treated animals. This revealed 48 genes, which were downregulated in RYGB-treated vs. BWM treated animals (one upregulated gene). 

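In the same edgeR model, 0 genes were upregulated and 60 downregulated in RYGB-treated compared with BWM animals, out of 2751 genes at an unadjusted p under 0.05. DESeq2 with the batch term gave 0 and 45 genes, of which 42 were among the 60. Within batch A, where all 7 BWM and 11 of the RYGB-treated animals were, 12 genes were regulated. Of the 60 genes, 34 were among the 59 upregulated in BWM compared with sham-treated animals. The smallest adjusted p-values belonged to Pou1f1, Myo15a and, with the same value, Prl and Col24a1. Pou1f1 fell by 9.67 on the log2 scale (SE 1.10, adjusted p = 5.06e-08), Myo15a by 3.46 (SE 0.46, adjusted p = 4e-06) and Prl by 12.2 (SE 1.76, adjusted p = 2.63e-05), while Col24a1 fell by 2.95 (SE 0.43). BWM replicate 5 held 349300 normalized counts of Prl and the next BWM animal 2939. Without BWM replicate 5, 2 genes were regulated, and the log2 fold changes of Myo15a and Prl were -0.24 and -5.20 (adjusted p of Prl = 0.462). The count was 36 without RYGB replicate 5, 39 without RYGB replicate 12 and 37 without RYGB replicate 13 and moved by less than 1.5 times without any other animal.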

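Normalized counts of Ffar4, Ucn, Tph2 and Mrap were compared between RYGB-treated (n = 14) and BWM animals (n = 7) with two-sided permutation tests adjusted over these 4 genes. Ffar4 had 4.12 ± 4.76 vs. 35.9 ± 80.9 normalized counts (mean ± SD, exact permutation p = 0.0967, adjusted p = 0.141), and Mrap 3.46 ± 4.37 vs. 30.1 ± 67.4 (exact permutation p = 0.106, adjusted p = 0.141). Ucn had 5.42 ± 4.84 vs. 46.5 ± 113 (exact permutation p = 0.262, adjusted p = 0.262). In each of these genes the BWM mean rested on 1 animal: BWM replicate 5 with 219 counts of Ffar4, BWM replicate 7 with 303 counts of Ucn and BWM replicate 6 with 182 counts of Mrap. The group medians were 3.09 and 6.31 counts for Ffar4, 3.99 and 3.90 for Ucn and 1.6 and 1.94 for Mrap. Tph2 had 20.3 ± 9.95 vs. 79.3 ± 88.1 normalized counts (exact permutation p = 0.0104, adjusted p = 0.0415), and 0 of 14 RYGB-treated animals lay above the BWM median of 37.7. On log2 counts the adjusted p of Tph2 was 0.118, and on counts within batch A alone 0.0367 in the exact permutation test. The adjusted p of Tph2 counts was also above 0.05 without BWM replicate 2, 5, 6 or 7 (0.055, 0.124, 0.108 and 0.124) and without RYGB replicate 4, 5, 6, 7, 8 or 10 (0.0515 to 0.0577). In the edgeR model the log2 fold changes were -3.09 for Ffar4 (SE 0.74, adjusted p = 0.04), -3.22 for Mrap (SE 0.79, adjusted p = 0.0469), -2.93 for Ucn (SE 0.76, adjusted p = 0.0723) and -2.21 for Tph2 (SE 0.38, adjusted p = 0.000643). Within batch A the adjusted p in edgeR was above 0.05 for each of them. The calls of Ffar4 and Mrap were lost without 1 animal for 11 and 14 of 21 animals. Ucn passed the threshold in edgeR without BWM replicate 1, 3 or 4 (adjusted p = 0.0291, 0.0386 and 0.0353). Without the animal with the most counts the log2 fold changes were -0.36 for Ffar4 and -0.58 for Mrap, and for Ucn the sign changed to 0.62. Without BWM replicate 5, Tph2 had -1.63 (adjusted p = 0.107).

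**Figure D1:**
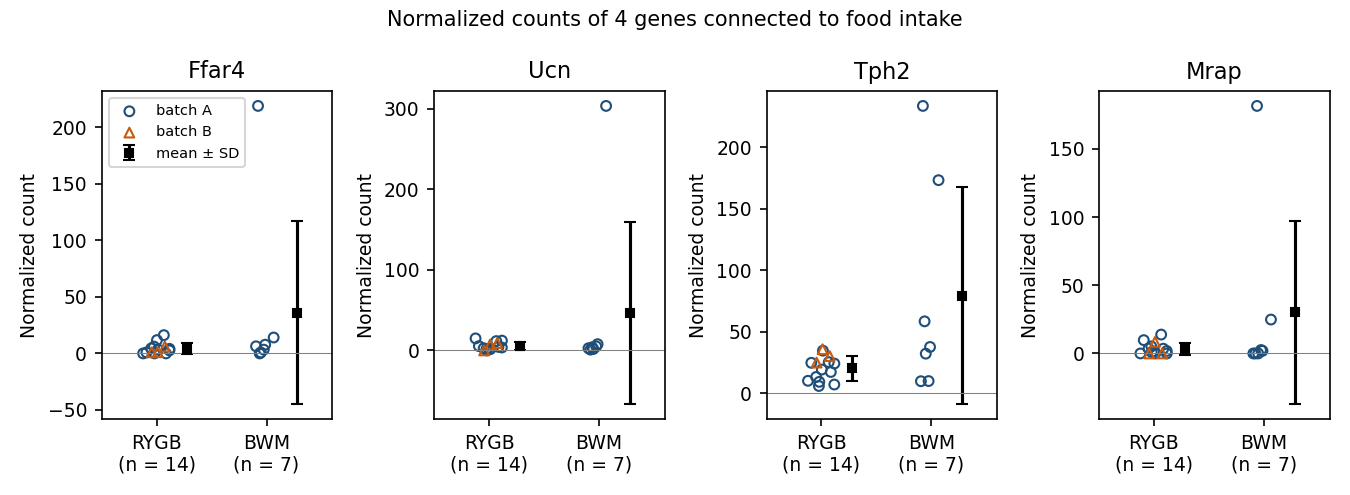
Normalized counts of Ffar4, Ucn, Tph2 and Mrap in 14 RYGB-treated and 7 BWM animals, with circles for animals of batch A, triangles for batch B and black squares with bars for the mean ± SD. In Ffar4, Ucn and Mrap 1 BWM animal lies far above the others, and in Tph2 BWM replicates 5 and 7 do, with 234 and 173 counts.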

We identified four genes connected to the regulation of food intake: *Ffar4, Ucn, Tph2,* and *Mrap.* Comparing normalized counts of these genes revealed no significant differences. Accordingly, pathway analysis generated no conclusive results.

Furthermore, we found higher counts of *Lepr* in RYGB-treated and BWM treated animals than in sham (F(2, 29) = 3.5, *p* ≤ 0.05), which could be confirmed by qPCR. 

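Normalized counts of Lepr were 224 ± 181 in RYGB-treated (n = 14), 280 ± 306 in BWM (n = 7) and 66.5 ± 32.1 in sham-treated animals (n = 11), given as mean ± SD. The variance ratio between the groups was F(2, 29) = 3.47, with p = 0.0317 from a permutation of the group labels. With labels permuted only within batches, p was 0.0726. Within batch A the ratio was F(2, 20) = 1.46 (permutation p = 0.235), while batch B holds no BWM animals. On log2 counts the ratio was 11.5 (permutation p = 0.00021). The F value stayed between 3.02 and 4.47 when each of the 32 animals was left out in turn. All 14 RYGB-treated and all 7 BWM animals lay above the sham median of 59.4 counts. RYGB- and sham-treated animals differed with a permutation p of 0.00066, and with 0.0183 when labels were permuted within batches. Within batch B the means were 116 and 56.5 counts (exact permutation p = 0.0357). BWM and sham-treated animals differed with an exact permutation p of 0.000471, and with 0.115 within batch A. The counts were uneven within groups, with 945 in BWM replicate 7 and 762 in RYGB replicate 3 against group medians of 133 and 164. From the higher Lepr expression and the regulated signaling pathways, the paper proposes that both treatments enhance leptin sensitivity of the hypothalamus.

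**Figure D2:**
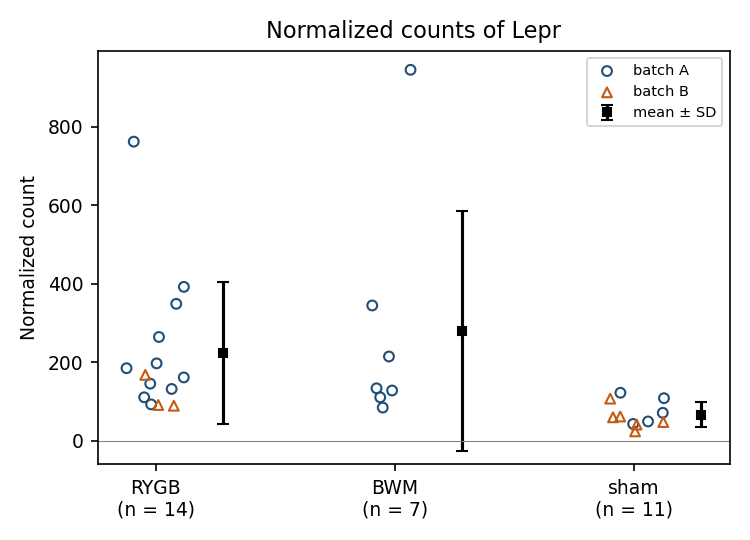
Normalized counts of Lepr in 14 RYGB-treated, 7 BWM and 11 sham-treated animals, with circles for animals of batch A, triangles for batch B and black squares with bars for the mean ± SD. The highest animals are BWM replicate 7 with 945 and RYGB replicate 3 with 762 counts.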

Here, *Lepr* was significantly higher expressed in RYGB- than in sham-treated animals (0.5 ± 0.2 vs. 0.25 ± 0.13, *p* ≤ 0.05). Notably, there were also relevant differences in hypothalamic mRNA expression in RYGB-treated compared with BWM animals (Figure 2b).

## 4. Discussion

RYGB is one of the most effective treatment options for obesity, but its central mechanisms of action are poorly understood. It is also unknown how anorexigenic gut hormones and their analogues such as liraglutide, which is used in clinical practice to treat obesity, impact the hypothalamic transcriptome.

Using a hypothesis-free RNA sequencing method, we found that only RYGB and BWM rats induced relevant differences in hypothalamic mRNA expression compared with controls. Although equally effective as RYGB in terms of body weight loss and suppression of food intake, treatment with PYY3-36 + liraglutide led to no relevant changes in hypothalamic mRNA expression compared with controls. 

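The difference between the responses to surgery and to the hormone combination was tested in the edgeR model as RYGB minus sham compared with PYY3-36 + liraglutide minus saline. At the paper's thresholds, 0 genes differed, with 1465 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.184. The same test for BWM minus sham gave 11 genes. Compared directly, RYGB-treated and PYY3-36 + liraglutide-treated animals differed in 0 genes, with 565 at an unadjusted p under 0.05, and BWM animals differed from PYY3-36 + liraglutide-treated animals in 70. These 4 contrasts were tested with edgeR alone and not with single animals left out. All 11 and all 70 genes were higher on the BWM side. Without BWM replicate 5, the count of BWM compared with sham-treated animals fell from 60 to 4. That of RYGB-treated compared with BWM animals fell from 60 to 2. The 11 and 70 genes may therefore rest on this library and do not show that food restriction differs from the hormones. The saline and sham groups, against which the treatments were compared, differed in 2 genes by edgeR (2812 at an unadjusted p under 0.05) and in 17 by DESeq2 with the batch term. The edgeR count was 99 without sham replicate 1 and between 1 and 5 without any other animal. The 2 genes were Scube1 and Nwd2, with log2 fold changes of -1.88 (SE 0.31, adjusted p = 0.00167) and -1.79 (SE 0.34, adjusted p = 0.0234) in sham- compared with saline-treated animals. Nwd2 was not past the threshold without saline replicate 5 or 7 or sham replicate 8, 9, 10 or 11 (adjusted p between 0.0645 and 0.173), and in batch A its sign was reversed (0.46). From the numbers of regulated genes, the paper concludes that of the treatments with a like weight loss only RYGB and caloric restriction changed hypothalamic gene expression. It proposes as a possibility that plasma metabolites that change after these but not after the hormones are responsible. The paper did not measure metabolites in these animals.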

The same was the case for PYY3-36 and liraglutide treatments individually. Therefore, no upregulated pathways (as in earlier studies with liraglutide, e.g., PI3K/AKT or MAPK [61]) could be identified. 

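Receptors of the given hormones and peptides that regulate food intake were looked at by name in the hormone groups. In liraglutide- compared with saline-treated animals, Glp1r had a log2 fold change of -0.06. In PYY3-36-treated animals the log2 fold changes of the PYY receptor genes Npy2r and Npy4r were 0.01 and -1.13 (adjusted p = 0.994 and 0.714). Pomc was the gene of this group that moved most, with 2.37 in PYY3-36-treated (adjusted p = 0.672), 1.39 in liraglutide-treated (adjusted p = 1) and -0.70 in PYY3-36 + liraglutide-treated animals (adjusted p = 1). Npy was lower in all 3 hormone groups, by -0.85 with PYY3-36, by -0.57 with liraglutide and by -0.51 with both (adjusted p = 0.676, 1 and 1). Agrp and Cartpt had log2 fold changes between -0.56 and 1.18 in these groups, with adjusted p-values of 0.739 or more. The PYY3-36- and liraglutide-treated animals were all in batch B, which held 5 of the 8 saline-treated animals.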

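The core genes of the PI3K-Akt pathway were scored in the hormone-treated animals as well. Compared with saline-treated animals, the score of the 15 genes differed by 0.004 in liraglutide-treated animals (SE 0.08, exact permutation p = 0.881). It differed by 0.06 in PYY3-36-treated animals (SE 0.08, exact permutation p = 0.389) and by 0.05 with both (SE 0.06, exact permutation p = 0.449). The AMPK score differed by 0.05, 0.10 and 0.08 in the same order (exact permutation p = 0.817, 0.46 and 0.0977). The JAK-STAT score was higher by 0.16 in PYY3-36-treated animals (exact permutation p = 0.00794, adjusted p = 0.051). A list of MAPK genes was not analysed here.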

While these results are somewhat unexpected, they are in line with those from a recent metabolomics study in obese and diabetic/prediabetic patients showing that RYGB and 4 weeks caloric restriction, but not a gut hormone combination therapy (GLP-1 + oxyntomodulin + PYY), exerted profound effects in urinary and plasma metabolites [62]. We unfortunately could not perform such a metabolomics analysis in the present study due to lack of available samples. However, it is possible that the changes in plasma metabolites present after RYGB and BWM, but not after PYY3-36 + liraglutide, are responsible for the detected changes in hypothalamic gene expression. This is supported by the profound changes we previously found in plasma metabolites in RYGB and BWM compared with Sham Zucker Fatty rats [63].

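Of the 518 genes regulated in RYGB-treated and the 60 regulated in BWM animals, each compared with the same 11 sham-treated animals, 7 were regulated in both in the same direction. The log2 fold changes of all tested genes had a correlation of 0.63 across genes, which are not independent replicates. In 6 simulations of groups without any change that shared their controls in the same way, this correlation lay between 0.17 and 0.25. The same simulations gave -0.0689 to -0.00509 for RYGB and PYY3-36, each against sham, where shared controls should raise the correlation. They may therefore leave out part of the effect of shared controls. How much of the 0.63 comes from the shared sham-treated animals stays open. Between RYGB-treated and BWM animals themselves, Lepr had a log2 fold change of -0.18 (SE 0.39, adjusted p = 0.88). Their Lepr normalized counts did not differ in a permutation test either (exact permutation p = 0.657), and without BWM replicate 7 the sign of this difference in counts was reversed, at 54.9.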

When comparing results in RYGB and BWM animals with sham animals, there was a clear overlap in leptin receptor signaling. We found that leptin receptor expression (normalized counts and mRNA) as well as JAK–STAT, PI3K–Akt and AMPK signaling pathways [47,64] were consistently upregulated in RYGB-treated and BWM treated rats, suggesting that both treatments enhance hypothalamic leptin sensitivity. This contrasts with the findings of a recent study in which leptin signaling and effects on food intake were enhanced in RYGB but not in BWM rats due to a reduction in hypothalamic gliosis and inflammation [65]. Our findings are in line, however, with those of Barkholt et al. [49] showing that both RYGB and BWM rats have similar effects on hypothalamic gene expression and that both interventions reduce markers of hypothalamic gliosis and inflammation.

Unlike weight loss from caloric restriction, RYGB does result in powerful counter-regulatory responses such as increased hunger that promote weight regain. It would therefore be expected that RYGB induces unique effects on hypothalamic gene expression not seen in BWM rats. Indeed, there were significant changes in neuroactive ligand–receptor interaction in RYGB rats. These included an upregulation of receptors with established roles in promoting a negative energy balance, such as the CCKR, NTSR, VIPR, MCR, and CHRN. Also only detectable in hypothalami of RYGB-treated animals was a downregulation of genes related to the oxidative phosphorylation pathway. This reflects most probably the improved hypothalamic mitochondrial function in these animals The direct comparison of the groups RYGB and BWM provided a relevant number of differentially regulated genes. Most of these genes were downregulated in RYGB-treated compared to BWM treated animals. 

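The genes behind the scores of both lists in RYGB- compared with sham-treated animals were counted one by one. Of the 90 genes of oxidative phosphorylation, 84 had a lower mean in RYGB-treated animals, 49 of them at an adjusted p under 0.05 over all genes and 70 adjusted over the list alone. Of the 23 receptor genes, 18 had a higher mean, 1 of them at an adjusted p under 0.05. With limma's camera and a preset correlation between genes of 0.01, the adjusted p was 0.0183 for the receptor families and 5.63e-22 for oxidative phosphorylation. Both calls held with fry (adjusted p = 0.00948 each), and neither held when the correlation between genes was estimated. Of the remaining camera calls over these lists, that of JAK-STAT genes held with fry in RYGB-treated and BWM animals (adjusted p = 0.00948 each). Those of oxidative phosphorylation in BWM compared with sham-treated animals and in RYGB-treated compared with BWM animals (adjusted p = 3.51e-10 and 1.81e-08) did not (0.313 and 0.285 with fry). With an estimated correlation no call was left.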

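Of the 27 genes of these receptor families, Mc1r, Mc2r, Chrnd and Chrng had too few counts to be tested in hypothalamus. In RYGB- compared with sham-treated animals, the log2 fold changes of the cholecystokinin receptor genes Cckar and Cckbr were 0.82 and 0.03, and those of the neurotensin receptor genes Ntsr1 and Ntsr2 were 0.64 and -0.16. Vipr1 and Vipr2 had -0.47 and 0.35. The melanocortin receptor genes Mc3r, Mc4r and Mc5r had 1.00, -0.75 and 0.45, and the nicotinic receptor genes Chrna3 and Chrne -0.435 and -0.158. The gene of the list past the threshold was the nicotinic receptor gene Chrnb3 (chromosome 16, 68876442 to 68913628) with 4.89 (SE 1.14, adjusted p = 0.0049), or 5.19 and 4.92 in batches A and B, which had 73.1 ± 98.6 normalized counts in RYGB-treated animals and a mean of 1.92 in sham-treated animals. In BWM animals Chrnb3 had 87.6 ± 93.0 normalized counts and a log2 fold change of 4.90 (SE 1.27, adjusted p = 0.0637). Next to it, Chrnb2 (0.80, adjusted p = 0.0581), Chrna6 (2.87, adjusted p = 0.0555) and Chrna5 (1.96, adjusted p = 0.082) lay closest to the threshold in RYGB-treated animals. The score of the whole list was also higher in BWM than in sham-treated animals, by 0.24 (exact permutation p = 0.157, adjusted p = 0.391). The difference between RYGB-treated and BWM animals was 0.09 (exact permutation p = 0.733, adjusted p = 0.931).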

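In BWM animals the score of the oxidative phosphorylation genes differed from that of sham-treated animals by -0.16 (SE 0.11, exact permutation p = 0.183, adjusted p = 0.392). It lay below the sham median in 6 of 7 BWM animals. Of the 90 genes, 82 had a lower mean in BWM animals, 0 of them at an adjusted p under 0.05 in edgeR, with a median log2 fold change of -0.17. Tested directly, the score of RYGB-treated animals differed from that of BWM animals by -0.16 (SE 0.10, exact permutation p = 0.425, adjusted p = 0.693). With the ribosomal protein score as a covariate this difference was 0.007. In 8 of 14 RYGB-treated animals the score lay below the BWM median. In PYY3-36 + liraglutide-treated animals the score differed from that of saline-treated animals by -0.11 (exact permutation p = 0.132, adjusted p = 0.256), and from that of sham-treated animals by -0.32 (permutation p = 0.0003, adjusted p = 0.0135). Compared with saline-treated animals it was lower in PYY3-36-treated animals by -0.24 (exact permutation p = 0.00794, the smallest that 126 arrangements can give, adjusted p = 0.051) and in liraglutide-treated animals by -0.05 (exact permutation p = 0.262, adjusted p = 0.406). The paper proposes that the lower expression of these genes reflects an improved mitochondrial function.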

Analyzing genes involved in the regulation of food intake (*Ffar4, Ucn, Tph2*, and *Mrap*) revealed, however, no significant differences. Accordingly, pathway analysis was not conclusive. Future studies have to go more into detail comparing hypothalamic effects of RYGB vs. diet-induced weight loss.

This work has several limitations. First of all, we only performed RNA analyses and no functional analyses. Second, due to methodological reasons, we were not able to differentiate between the different hypothalamic nuclei. Third, while surgical groups were larger in number due to a higher expected but fortunately not met drop-out rate, the groups of animals treated with liraglutide or PYY3-36 consisted of only five animals each. In-group consistency regarding body weight and food intake was strong, however, and in previous RYGB studies we clearly experienced that a number of five animals per group is generally sufficient to reach adequate power [66,67,68]. Due to the overall high number of animals, it was not possible to start the individual treatment of all animals on the same day after randomization. Because of this, RYGB-treated animals had initially significantly lower body weights than those of the animals of the PYY3-36 + liraglutide group. This surely weakens the comparability of the groups to some extent; however, it has to be stated that a similar body weight change in percent should still show the comparable effectivity of the treatments. As an additional limitation, BWM treated animals were heavier than RYGB-treated animals in the end of the observation period.

In summary, we demonstrated in a direct head-to-head comparison, that a combination of PYY3-36 and liraglutide treatment can have similar effects on body weight and food intake compared to RYGB and caloric restriction, but that only the latter treatments impact hypothalamic gene expression. In other words, while the outward effects of gut hormone-based treatments on metabolic disease appear similar to those of surgical and dietary interventions, the central effects are vastly different. Whether this in turn is favorable or unfavorable to metabolic health in the long term requires further investigation.

## Figures and Tables

**Figure 1:**
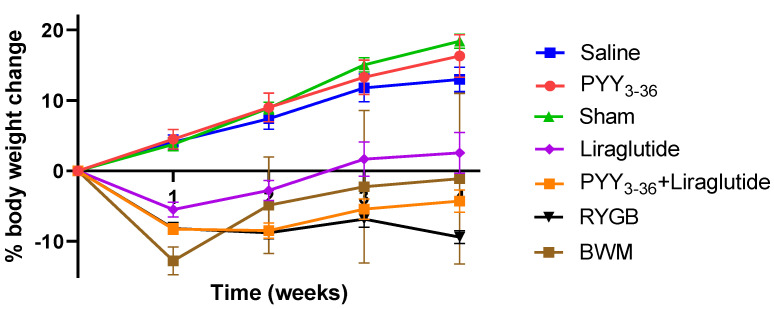
RYGB and PYY3-36 + liraglutide induce body weight loss in diet-induced obese Wistar rats. Body weight in percent (%) weight change from baseline (intervention) of RYGB (*n* = 14), sham (*n* = 11), PYY3-36 + liraglutide (*n* = 10), liraglutide (*n* = 5), PYY3-36 (*n* = 5), BWM (*n* = 7), and saline (*n* = 8) groups. Significant differences between RYGB and sham as well as between PYY3-36 + liraglutide and saline from week one on (*p* ≤ 0.0001). Data are presented as mean ± standard error of the mean.

**Figure 2:**
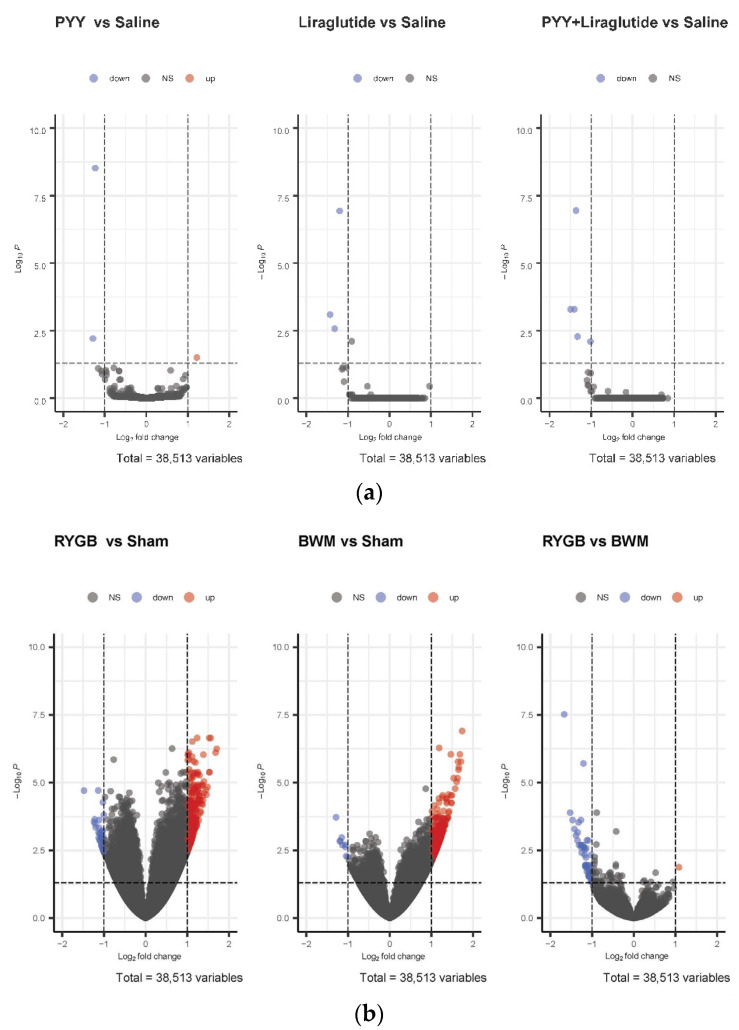
(**a**) Volcano plots of differentially expressed genes in the hypothalami of PYY- vs. saline-treated animals, liraglutide- vs. saline-treated animals and PYY3-36 + liraglutide- vs. saline-treated animals. (**b**) Volcano plots of differentially expressed genes in hypothalami of RYGB- vs. sham-treated animals, BWM vs. sham-treated animals and RYGB-treated vs. BWM treated animals.

**Figure 3:**
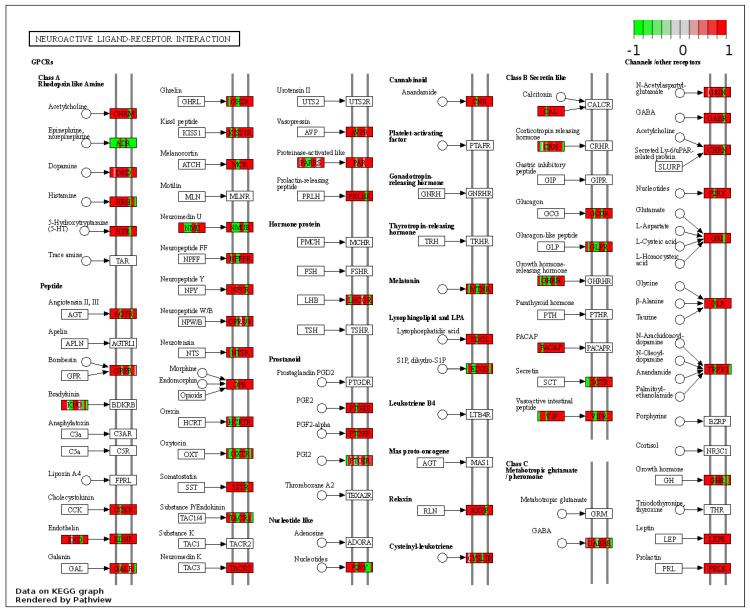
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway “Neuroactive ligand–receptor interaction” (RYGB vs. sham). Higher expressed genes in red, and lower expressed genes in green. Data rendered by Pathview (https://pathview.uncc.edu/, accessed on 27 December 2021).

**Figure 4:**
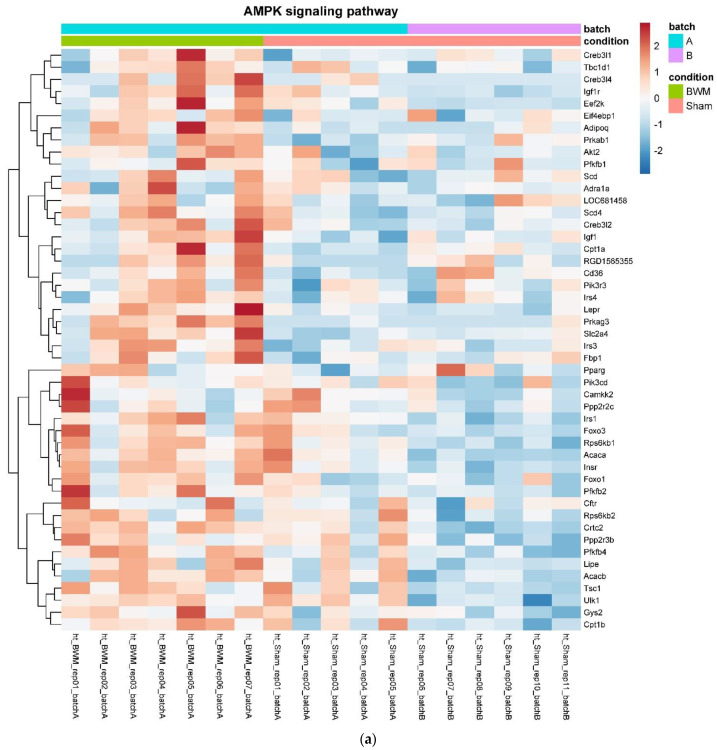

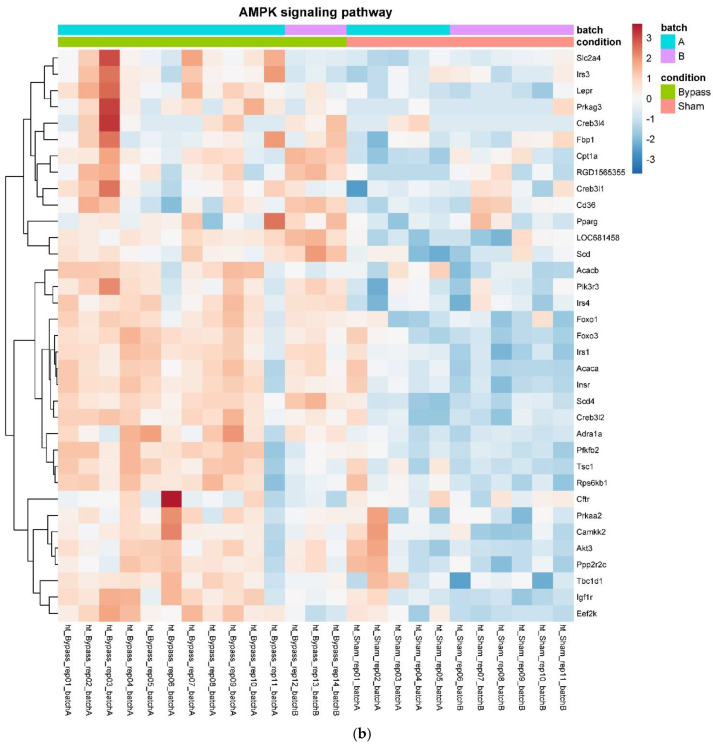

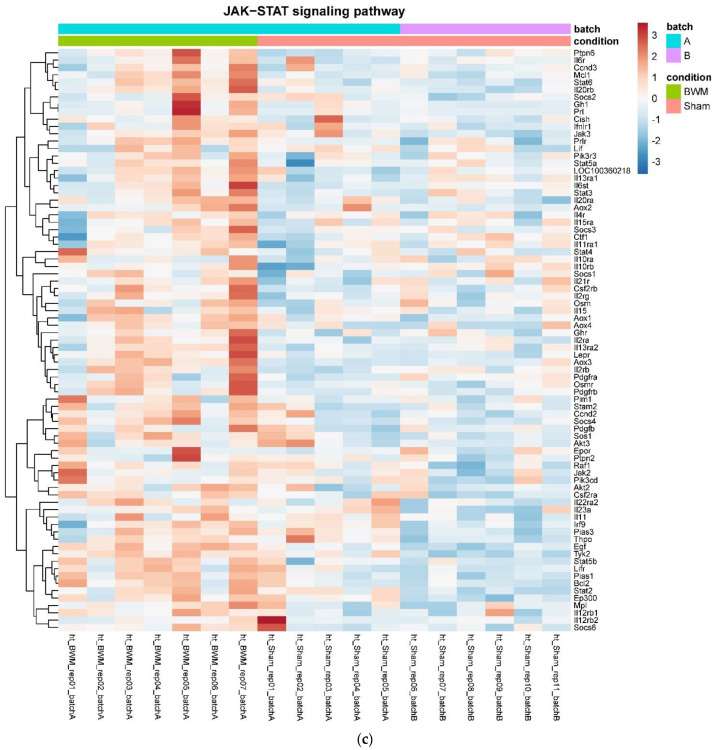

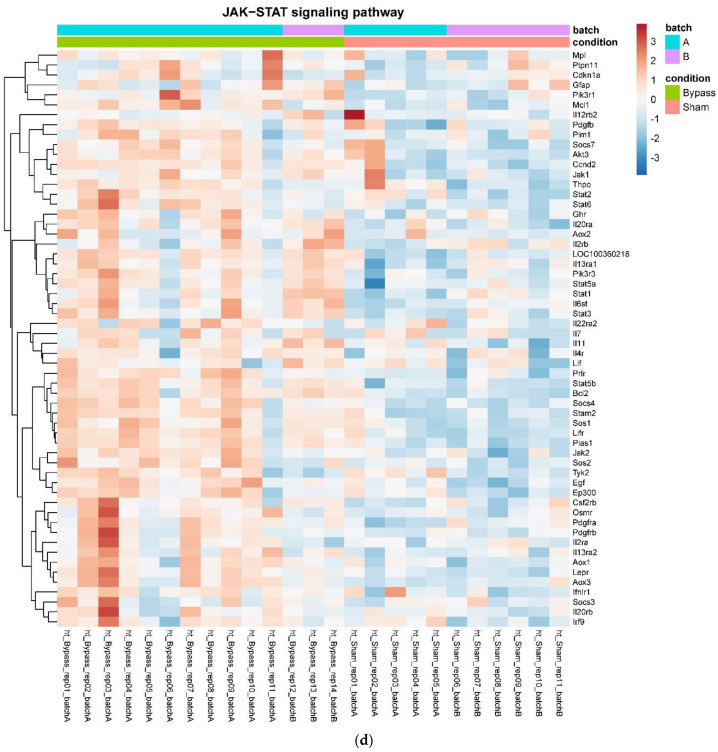

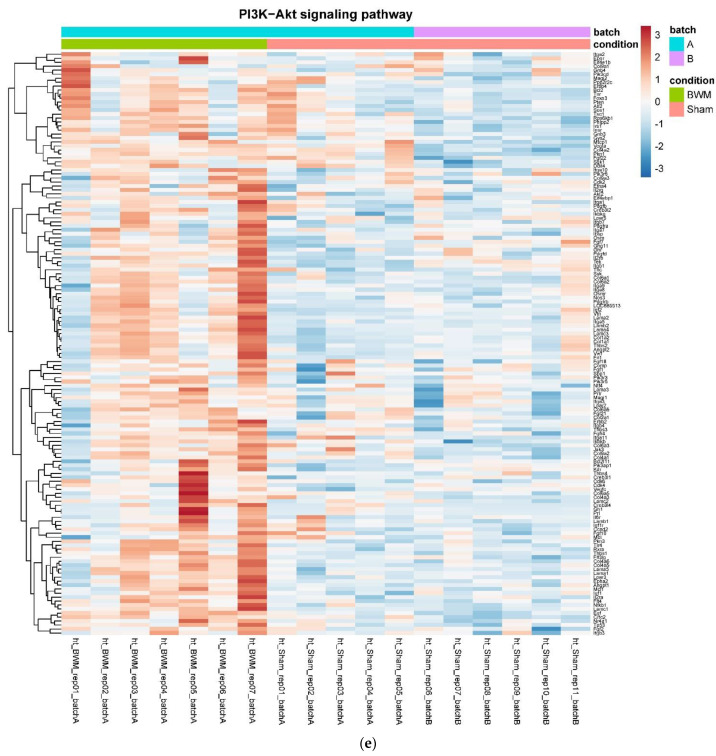

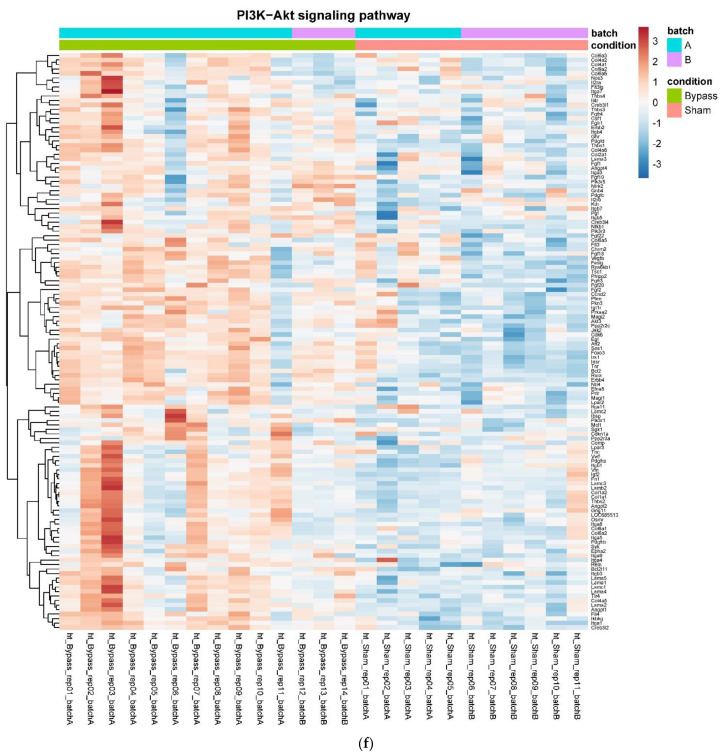
Heatmaps showing gene expression differences between treatment and control samples for the GSEA core enrichment of the pathways AMPK (**a**,**b**), JAK–STAT (**c**,**d**), PI3K–Akt (**e**,**f**) in BWM vs. sham and RYGB- vs. sham-treated animals. Analysis was performed based on DESeq2 log2 fold changes of all analyzed genes (without applying any filters). Expression values represent row-wise z-scores of vst-transformed read counts with higher expressed genes in red and lower expressed genes in blue. GESA, gene set enrichment analysis.

## Data Availability

RNA-Sequencing data is accessible here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190218 (last accessed on 27 December 2021). A token (for reviewers) can be obtained from the corresponding author.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/nu14010116/s1, https://github.com/Dischinger/https-github.com-Dischinger-Roux-en-Y-gastric-bypass-and-caloric-restriction.git: Table S1: Results of KEGG pathway mapping on the basis of the comparison of hypothalamic mRNA results in RYGB- vs. sham-treated animals. Pathways with adjusted *p*-value ≤ 0.05 only. Table S2: Results of KEGG pathway mapping on the basis of the comparison of hypothalamic mRNA results in BWM vs. sham-treated animals. Pathways with adjusted *p*-values ≤ 0.05 only.

# Supplementary material for: Roux-en-Y Gastric Bypass and Caloric Restriction but Not Gut Hormone-Based Treatments Profoundly Impact the Hypothalamic Transcriptome in Obese Rats
**Source:** Nutrients. 2021 Dec 28;14(1):116. doi: 10.3390/nu14010116
**Supplement:** Supplementary file 1

**Table S1.** Results of KEGG pathway mapping on the basis of the comparison of hypothalamic mRNA results in RYGB vs. sham treated animals. Pathways with  $p.adjusted \leq 0.05$  only.

| ID       | Description                                          | setSize | enrichmentScore | NES      | pvalue   | p.adjust | qvalues  | rank |
|----------|------------------------------------------------------|---------|-----------------|----------|----------|----------|----------|------|
| rno05168 | Herpes simplex virus 1 infection                     | 376     | 0,425142        | 1,533654 | 0,001037 | 0,01752  | 0,011973 | 8704 |
| rno05165 | Human papillomavirus infection                       | 345     | 0,469482        | 1,681053 | 0,001049 | 0,01752  | 0,011973 | 7039 |
| rno04151 | PI3K-Akt signaling pathway                           | 341     | 0,459294        | 1,654099 | 0,001054 | 0,01752  | 0,011973 | 6810 |
| rno04080 | Neuroactive ligand-receptor interaction              | 339     | 0,456102        | 1,647899 | 0,001072 | 0,01752  | 0,011973 | 4716 |
| rno05206 | MicroRNAs in cancer                                  | 251     | 0,420367        | 1,483651 | 0,001089 | 0,01752  | 0,011973 | 8712 |
| rno05205 | Proteoglycans in cancer                              | 204     | 0,47872         | 1,646001 | 0,00111  | 0,01752  | 0,011973 | 7056 |
| rno04022 | cGMP-PKG signaling pathway                           | 169     | 0,429261        | 1,467395 | 0,001114 | 0,01752  | 0,011973 | 6337 |
| rno04621 | NOD-like receptor signaling pathway                  | 172     | 0,481805        | 1,667434 | 0,001115 | 0,01752  | 0,011973 | 7825 |
| rno04510 | Focal adhesion                                       | 200     | 0,547252        | 1,89303  | 0,00112  | 0,01752  | 0,011973 | 6172 |
| rno04514 | Cell adhesion molecules                              | 163     | 0,470979        | 1,587315 | 0,001135 | 0,01752  | 0,011973 | 8774 |
| rno04390 | Hippo signaling pathway                              | 157     | 0,443773        | 1,50621  | 0,001147 | 0,01752  | 0,011973 | 6643 |
| rno04934 | Cushing syndrome                                     | 155     | 0,442055        | 1,494414 | 0,001151 | 0,01752  | 0,011973 | 7978 |
| rno05224 | Breast cancer                                        | 146     | 0,467044        | 1,574252 | 0,001164 | 0,01752  | 0,011973 | 6602 |
| rno04630 | JAK-STAT signaling pathway                           | 152     | 0,505769        | 1,713026 | 0,001174 | 0,01752  | 0,011973 | 7855 |
| rno04668 | TNF signaling pathway                                | 110     | 0,512368        | 1,686079 | 0,001189 | 0,01752  | 0,011973 | 8703 |
| rno04974 | Protein digestion and absorption                     | 102     | 0,596591        | 1,930475 | 0,001215 | 0,01752  | 0,011973 | 4942 |
| rno04933 | AGE-RAGE signaling pathway in diabetic complications | 101     | 0,519177        | 1,697643 | 0,001238 | 0,01752  | 0,011973 | 7686 |
| rno05146 | Amoebiasis                                           | 95      | 0,512213        | 1,655097 | 0,001245 | 0,01752  | 0,011973 | 6113 |

|          |                                                     |     |          |          |          |          |          |      |
|----------|-----------------------------------------------------|-----|----------|----------|----------|----------|----------|------|
| rno04610 | Complement and coagulation cascades                 | 84  | 0,641777 | 1,999966 | 0,001248 | 0,01752  | 0,011973 | 3706 |
| rno05145 | Toxoplasmosis                                       | 111 | 0,513113 | 1,680863 | 0,001253 | 0,01752  | 0,011973 | 8325 |
| rno04512 | ECM-receptor interaction                            | 87  | 0,652148 | 2,081489 | 0,001282 | 0,01752  | 0,011973 | 6576 |
| rno04927 | Cortisol synthesis and secretion                    | 66  | 0,544918 | 1,662977 | 0,0013   | 0,01752  | 0,011973 | 8486 |
| rno04920 | Adipocytokine signaling pathway                     | 72  | 0,574229 | 1,792615 | 0,001316 | 0,01752  | 0,011973 | 5760 |
| rno05144 | Malaria                                             | 55  | 0,549532 | 1,629942 | 0,001344 | 0,01752  | 0,011973 | 4623 |
| rno04340 | Hedgehog signaling pathway                          | 52  | 0,628368 | 1,848361 | 0,001348 | 0,01752  | 0,011973 | 6623 |
| rno04392 | Hippo signaling pathway - multiple species          | 28  | 0,672378 | 1,76493  | 0,001439 | 0,017986 | 0,012291 | 6643 |
| rno04020 | Calcium signaling pathway                           | 237 | 0,421177 | 1,488492 | 0,002165 | 0,02415  | 0,016504 | 5942 |
| rno04060 | Cytokine-cytokine receptor interaction              | 257 | 0,431851 | 1,51911  | 0,002165 | 0,02415  | 0,016504 | 7877 |
| rno05164 | Influenza A                                         | 168 | 0,434239 | 1,478893 | 0,002237 | 0,02415  | 0,016504 | 8869 |
| rno04935 | Growth hormone synthesis, secretion and action      | 116 | 0,487073 | 1,599614 | 0,002392 | 0,02415  | 0,016504 | 7039 |
| rno04928 | Parathyroid hormone synthesis, secretion and action | 105 | 0,465182 | 1,503843 | 0,00241  | 0,02415  | 0,016504 | 5910 |
| rno04931 | Insulin resistance                                  | 109 | 0,495663 | 1,643606 | 0,002418 | 0,02415  | 0,016504 | 8703 |
| rno04064 | NF-kappa B signaling pathway                        | 98  | 0,50506  | 1,635355 | 0,002494 | 0,02415  | 0,016504 | 8868 |
| rno04620 | Toll-like receptor signaling pathway                | 93  | 0,505008 | 1,629888 | 0,002558 | 0,02415  | 0,016504 | 8868 |
| rno04917 | Prolactin signaling pathway                         | 72  | 0,521043 | 1,623198 | 0,002601 | 0,02415  | 0,016504 | 7231 |
| rno05321 | Inflammatory bowel disease                          | 59  | 0,543141 | 1,615396 | 0,002774 | 0,025042 | 0,017114 | 4750 |

|          |                                                          |     |          |          |          |          |          |      |
|----------|----------------------------------------------------------|-----|----------|----------|----------|----------|----------|------|
| rno04550 | Signaling pathways regulating pluripotency of stem cells | 141 | 0,437983 | 1,478774 | 0,003517 | 0,030255 | 0,020676 | 8022 |
| rno04152 | AMPK signaling pathway                                   | 123 | 0,475658 | 1,580248 | 0,003538 | 0,030255 | 0,020676 | 5603 |
| rno04211 | Longevity regulating pathway                             | 89  | 0,476845 | 1,520762 | 0,003699 | 0,030255 | 0,020676 | 8703 |
| rno00830 | Retinol metabolism                                       | 79  | 0,495718 | 1,550117 | 0,003764 | 0,030255 | 0,020676 | 3965 |
| rno03050 | Proteasome                                               | 47  | -0,65356 | -2,16626 | 0,003817 | 0,030255 | 0,020676 | 9511 |
| rno02010 | ABC transporters                                         | 50  | 0,570979 | 1,675837 | 0,004082 | 0,030905 | 0,021121 | 5700 |
| rno04930 | Type II diabetes mellitus                                | 47  | 0,542947 | 1,595419 | 0,004144 | 0,030905 | 0,021121 | 6445 |
| rno00970 | Aminoacyl-tRNA biosynthesis                              | 67  | -0,59165 | -2,1272  | 0,004184 | 0,030905 | 0,021121 | 3788 |
| rno04010 | MAPK signaling pathway                                   | 291 | 0,375062 | 1,330208 | 0,004315 | 0,031164 | 0,021297 | 7510 |
| rno04910 | Insulin signaling pathway                                | 138 | 0,429325 | 1,431453 | 0,004662 | 0,032938 | 0,02251  | 7510 |
| rno04926 | Relaxin signaling pathway                                | 127 | 0,445325 | 1,474672 | 0,005945 | 0,039634 | 0,027086 | 7997 |
| rno03040 | Spliceosome                                              | 134 | -0,50703 | -2,04114 | 0,006024 | 0,039634 | 0,027086 | 8414 |
| rno01200 | Carbon metabolism                                        | 122 | -0,3628  | -1,4302  | 0,006098 | 0,039634 | 0,027086 | 9623 |
| rno04350 | TGF-beta signaling pathway                               | 94  | 0,477579 | 1,537428 | 0,006098 | 0,039634 | 0,027086 | 8173 |
| rno00190 | Oxidative phosphorylation                                | 125 | -0,71278 | -2,83863 | 0,006711 | 0,042769 | 0,029228 | 5314 |
| rno04932 | Non-alcoholic fatty liver disease                        | 151 | -0,45637 | -1,86695 | 0,006993 | 0,043706 | 0,029869 | 4624 |
| rno04723 | Retrograde endocannabinoid signaling                     | 144 | -0,41259 | -1,66433 | 0,007813 | 0,047907 | 0,03274  | 5547 |
| rno04310 | Wnt signaling pathway                                    | 161 | 0,415621 | 1,40927  | 0,008102 | 0,048761 | 0,033323 | 7978 |

**Table S2.** Results of KEGG pathway mapping on the basis of the comparison of hypothalamic mRNA results in BWM vs. sham treated animals. Pathways with p.adjusted  $\leq 0.05$  only.

| ID | Description | setSize | enrichmentScore | NES | pvalue | p.adjust | qvalues | rank |
|----|-------------|---------|-----------------|-----|--------|----------|---------|------|
|----|-------------|---------|-----------------|-----|--------|----------|---------|------|

|          |                                                          |     |          |          |          |          |          |      |
|----------|----------------------------------------------------------|-----|----------|----------|----------|----------|----------|------|
| rno04151 | PI3K-Akt signaling pathway                               | 341 | 0,537428 | 1,764344 | 0,001004 | 0,007767 | 0,004603 | 6684 |
| rno05168 | Herpes simplex virus 1 infection                         | 376 | 0,500028 | 1,634425 | 0,001004 | 0,007767 | 0,004603 | 8921 |
| rno04010 | MAPK signaling pathway                                   | 291 | 0,460442 | 1,487375 | 0,001007 | 0,007767 | 0,004603 | 6651 |
| rno05165 | Human papillomavirus infection                           | 345 | 0,535059 | 1,760798 | 0,001007 | 0,007767 | 0,004603 | 6755 |
| rno05166 | Human T-cell leukemia virus 1 infection                  | 238 | 0,489225 | 1,576963 | 0,001017 | 0,007767 | 0,004603 | 6679 |
| rno04060 | Cytokine-cytokine receptor interaction                   | 257 | 0,5784   | 1,843946 | 0,001013 | 0,007767 | 0,004603 | 4717 |
| rno05205 | Proteoglycans in cancer                                  | 204 | 0,535253 | 1,720996 | 0,001013 | 0,007767 | 0,004603 | 6797 |
| rno05206 | MicroRNAs in cancer                                      | 251 | 0,464661 | 1,491083 | 0,001017 | 0,007767 | 0,004603 | 6904 |
| rno04510 | Focal adhesion                                           | 200 | 0,601001 | 1,928159 | 0,001022 | 0,007767 | 0,004603 | 6333 |
| rno04621 | NOD-like receptor signaling pathway                      | 172 | 0,522381 | 1,671006 | 0,001022 | 0,007767 | 0,004603 | 8921 |
| rno05169 | Epstein-Barr virus infection                             | 219 | 0,501604 | 1,62225  | 0,001026 | 0,007767 | 0,004603 | 6616 |
| rno05202 | Transcriptional misregulation in cancer                  | 186 | 0,506337 | 1,629042 | 0,001032 | 0,007767 | 0,004603 | 7905 |
| rno05152 | Tuberculosis                                             | 176 | 0,48629  | 1,533782 | 0,001036 | 0,007767 | 0,004603 | 5091 |
| rno04390 | Hippo signaling pathway                                  | 157 | 0,487535 | 1,526583 | 0,001041 | 0,007767 | 0,004603 | 3570 |
| rno04934 | Cushing syndrome                                         | 155 | 0,505241 | 1,592152 | 0,001042 | 0,007767 | 0,004603 | 6317 |
| rno05164 | Influenza A                                              | 168 | 0,531133 | 1,672794 | 0,001045 | 0,007767 | 0,004603 | 8975 |
| rno04630 | JAK-STAT signaling pathway                               | 152 | 0,617805 | 1,946985 | 0,001048 | 0,007767 | 0,004603 | 8765 |
| rno04550 | Signaling pathways regulating pluripotency of stem cells | 141 | 0,484002 | 1,519709 | 0,001057 | 0,007767 | 0,004603 | 8235 |
| rno04514 | Cell adhesion molecules                                  | 163 | 0,557336 | 1,75251  | 0,001052 | 0,007767 | 0,004603 | 4748 |
| rno05162 | Measles                                                  | 142 | 0,495308 | 1,55334  | 0,001054 | 0,007767 | 0,004603 | 6890 |
| rno04668 | TNF signaling pathway                                    | 110 | 0,603409 | 1,858053 | 0,001059 | 0,007767 | 0,004603 | 7059 |
| rno05224 | Breast cancer                                            | 146 | 0,521456 | 1,642849 | 0,001067 | 0,007767 | 0,004603 | 6852 |

|          |                                                               |     |          |          |          |          |          |      |
|----------|---------------------------------------------------------------|-----|----------|----------|----------|----------|----------|------|
| rno04380 | Osteoclast differentiation                                    | 121 | 0,513122 | 1,590528 | 0,001063 | 0,007767 | 0,004603 | 7905 |
| rno04659 | Th17 cell differentiation                                     | 102 | 0,584622 | 1,783785 | 0,001064 | 0,007767 | 0,004603 | 4634 |
| rno04611 | Platelet activation                                           | 126 | 0,520243 | 1,616135 | 0,001073 | 0,007767 | 0,004603 | 3804 |
| rno05145 | Toxoplasmosis                                                 | 111 | 0,619462 | 1,896353 | 0,001079 | 0,007767 | 0,004603 | 5571 |
| rno04064 | NF-kappa B signaling pathway                                  | 98  | 0,625851 | 1,907894 | 0,001082 | 0,007767 | 0,004603 | 5941 |
| rno04928 | Parathyroid hormone synthesis, secretion and action           | 105 | 0,513293 | 1,571499 | 0,001085 | 0,007767 | 0,004603 | 5017 |
| rno04933 | AGE-RAGE signaling pathway in diabetic complications          | 101 | 0,59577  | 1,821338 | 0,001085 | 0,007767 | 0,004603 | 7284 |
| rno05410 | Hypertrophic cardiomyopathy                                   | 91  | 0,554283 | 1,676396 | 0,001088 | 0,007767 | 0,004603 | 6664 |
| rno04974 | Protein digestion and absorption                              | 102 | 0,713025 | 2,169708 | 0,001091 | 0,007767 | 0,004603 | 5259 |
| rno04658 | Th1 and Th2 cell differentiation                              | 88  | 0,60828  | 1,82666  | 0,001103 | 0,007767 | 0,004603 | 4634 |
| rno05146 | Amoebiasis                                                    | 95  | 0,640747 | 1,929177 | 0,001103 | 0,007767 | 0,004603 | 4745 |
| rno04612 | Antigen processing and presentation                           | 80  | 0,59192  | 1,761336 | 0,001106 | 0,007767 | 0,004603 | 6446 |
| rno05414 | Dilated cardiomyopathy                                        | 94  | 0,540239 | 1,631458 | 0,001107 | 0,007767 | 0,004603 | 6664 |
| rno04512 | ECM-receptor interaction                                      | 87  | 0,729915 | 2,194053 | 0,001109 | 0,007767 | 0,004603 | 5391 |
| rno04657 | IL-17 signaling pathway                                       | 87  | 0,563089 | 1,682937 | 0,001111 | 0,007767 | 0,004603 | 5427 |
| rno05222 | Small cell lung cancer                                        | 92  | 0,5863   | 1,796336 | 0,001111 | 0,007767 | 0,004603 | 6235 |
| rno04640 | Hematopoietic cell lineage                                    | 89  | 0,564301 | 1,681782 | 0,001112 | 0,007767 | 0,004603 | 7230 |
| rno04061 | Viral protein interaction with cytokine and cytokine receptor | 83  | 0,594567 | 1,758444 | 0,001114 | 0,007767 | 0,004603 | 4482 |
| rno05150 | Staphylococcus aureus infection                               | 87  | 0,581628 | 1,759024 | 0,001115 | 0,007767 | 0,004603 | 7228 |
| rno04620 | Toll-like receptor signaling pathway                          | 93  | 0,62841  | 1,89632  | 0,001116 | 0,007767 | 0,004603 | 6565 |
| rno05416 | Viral myocarditis                                             | 78  | 0,548204 | 1,620212 | 0,001122 | 0,007767 | 0,004603 | 4748 |

|              |                                                          |     |          |          |              |              |              |      |
|--------------|----------------------------------------------------------|-----|----------|----------|--------------|--------------|--------------|------|
| rno0492<br>0 | Adipocytokine<br>signaling<br>pathway                    | 72  | 0,565743 | 1,6636   | 0,00113      | 0,00776<br>7 | 0,00460<br>3 | 5051 |
| rno0461<br>0 | Complement and<br>coagulation<br>cascades                | 84  | 0,669845 | 1,987684 | 0,00113<br>1 | 0,00776<br>7 | 0,00460<br>3 | 6387 |
| rno0532<br>0 | Autoimmune<br>thyroid disease                            | 64  | 0,607289 | 1,764908 | 0,00115<br>2 | 0,00776<br>7 | 0,00460<br>3 | 6446 |
| rno0514<br>4 | Malaria                                                  | 55  | 0,615522 | 1,727209 | 0,00115<br>7 | 0,00776<br>7 | 0,00460<br>3 | 5051 |
| rno0532<br>1 | Inflammatory<br>bowel disease                            | 59  | 0,70089  | 2,004387 | 0,00115<br>9 | 0,00776<br>7 | 0,00460<br>3 | 4634 |
| rno0533<br>0 | Allograft rejection                                      | 55  | 0,594561 | 1,68215  | 0,00117<br>1 | 0,00776<br>7 | 0,00460<br>3 | 6446 |
| rno0201<br>0 | ABC transporters                                         | 50  | 0,596395 | 1,66345  | 0,00120<br>6 | 0,00784<br>1 | 0,00464<br>7 | 8489 |
| rno0439<br>2 | Hippo signaling<br>pathway -<br>multiple species         | 28  | 0,699705 | 1,785772 | 0,00129<br>2 | 0,00823<br>3 | 0,00488      | 5572 |
| rno0516<br>3 | Human<br>cytomegalovirus<br>infection                    | 241 | 0,448945 | 1,462735 | 0,00202<br>2 | 0,01250<br>8 | 0,00741<br>3 | 6852 |
| rno0414<br>5 | Phagosome                                                | 177 | 0,465163 | 1,46771  | 0,00206<br>8 | 0,01250<br>8 | 0,00741<br>3 | 6056 |
| rno0516<br>1 | Hepatitis B                                              | 157 | 0,468252 | 1,479785 | 0,00208<br>8 | 0,01250<br>8 | 0,00741<br>3 | 6855 |
| rno0493<br>5 | Growth hormone<br>synthesis,<br>secretion and<br>action  | 116 | 0,507444 | 1,556563 | 0,00214<br>4 | 0,01250<br>8 | 0,00741<br>3 | 7284 |
| rno0467<br>0 | Leukocyte<br>transendothelial<br>migration               | 115 | 0,488233 | 1,509959 | 0,00215<br>5 | 0,01250<br>8 | 0,00741<br>3 | 6358 |
| rno0083<br>0 | Retinol<br>metabolism                                    | 79  | 0,533592 | 1,567589 | 0,00223<br>7 | 0,01259<br>7 | 0,00746<br>6 | 5003 |
| rno0514<br>0 | Leishmaniasis                                            | 71  | 0,566777 | 1,645512 | 0,00228<br>8 | 0,01259<br>7 | 0,00746<br>6 | 6258 |
| rno0421<br>3 | Longevity<br>regulating<br>pathway -<br>multiple species | 63  | 0,544908 | 1,572501 | 0,00229<br>6 | 0,01259<br>7 | 0,00746<br>6 | 6755 |
| rno0533<br>2 | Graft-versus-host<br>disease                             | 54  | 0,585034 | 1,667987 | 0,00232<br>6 | 0,01259<br>7 | 0,00746<br>6 | 6446 |
| rno0402<br>0 | Calcium signaling<br>pathway                             | 237 | 0,425547 | 1,360698 | 0,00303<br>6 | 0,01540<br>1 | 0,00912<br>8 | 6674 |
| rno0401<br>5 | Rap1 signaling<br>pathway                                | 210 | 0,441293 | 1,416363 | 0,00304<br>9 | 0,01540<br>1 | 0,00912<br>8 | 7840 |
| rno0492<br>6 | Relaxin signaling<br>pathway                             | 127 | 0,490415 | 1,534576 | 0,00315<br>8 | 0,01540<br>1 | 0,00912<br>8 | 4634 |
| rno0427<br>0 | Vascular smooth<br>muscle<br>contraction                 | 138 | 0,463445 | 1,455451 | 0,00316<br>8 | 0,01540<br>1 | 0,00912<br>8 | 3869 |
| rno0513<br>5 | Yersinia infection                                       | 135 | 0,467803 | 1,467379 | 0,00316<br>8 | 0,01540<br>1 | 0,00912<br>8 | 6565 |

|              |                                                           |     |          |          |              |              |              |      |
|--------------|-----------------------------------------------------------|-----|----------|----------|--------------|--------------|--------------|------|
| rno0493<br>1 | Insulin resistance                                        | 109 | 0,503924 | 1,542625 | 0,00319<br>1 | 0,01540<br>1 | 0,00912<br>8 | 7905 |
| rno0532<br>2 | Systemic lupus<br>erythematosus                           | 115 | 0,491905 | 1,511976 | 0,00320<br>9 | 0,01540<br>1 | 0,00912<br>8 | 6869 |
| rno0435<br>0 | TGF-beta<br>signaling<br>pathway                          | 94  | 0,525836 | 1,588862 | 0,00322<br>2 | 0,01540<br>1 | 0,00912<br>8 | 7911 |
| rno0532<br>3 | Rheumatoid<br>arthritis                                   | 83  | 0,53314  | 1,568723 | 0,00334<br>4 | 0,01575<br>3 | 0,00933<br>7 | 4669 |
| rno0521<br>7 | Basal cell<br>carcinoma                                   | 61  | 0,552056 | 1,598062 | 0,00348<br>8 | 0,01606<br>4 | 0,00952<br>1 | 8235 |
| rno0467<br>2 | Intestinal<br>immune network<br>for IgA<br>production     | 43  | 0,622163 | 1,699773 | 0,00352<br>1 | 0,01606<br>4 | 0,00952<br>1 | 6638 |
| rno0462<br>2 | RIG-I-like<br>receptor signaling<br>pathway               | 61  | 0,555518 | 1,591503 | 0,00355<br>9 | 0,01606<br>4 | 0,00952<br>1 | 9385 |
| rno0516<br>7 | Kaposi sarcoma-<br>associated<br>herpesvirus<br>infection | 210 | 0,437495 | 1,410547 | 0,00408<br>2 | 0,01794<br>3 | 0,01063<br>5 | 6979 |
| rno0402<br>2 | cGMP-PKG<br>signaling<br>pathway                          | 169 | 0,455042 | 1,43711  | 0,00412<br>8 | 0,01794<br>3 | 0,01063<br>5 | 7048 |
| rno0431<br>0 | Wnt signaling<br>pathway                                  | 161 | 0,449751 | 1,413204 | 0,00414<br>1 | 0,01794<br>3 | 0,01063<br>5 | 6224 |
| rno0002<br>0 | Citrate cycle<br>(TCA cycle)                              | 31  | -0,64583 | -2,02634 | 0,00432<br>9 | 0,01833<br>1 | 0,01086<br>5 | 8639 |
| rno0514<br>2 | Chagas disease                                            | 103 | 0,501151 | 1,519947 | 0,00434<br>3 | 0,01833<br>1 | 0,01086<br>5 | 6549 |
| rno0152<br>2 | Endocrine<br>resistance                                   | 94  | 0,492994 | 1,498865 | 0,00446<br>9 | 0,01851<br>1 | 0,01097<br>2 | 7284 |
| rno0491<br>7 | Prolactin<br>signaling<br>pathway                         | 72  | 0,538376 | 1,587757 | 0,00452<br>5 | 0,01851<br>1 | 0,01097<br>2 | 7905 |
| rno0513<br>3 | Pertussis                                                 | 73  | 0,542703 | 1,591595 | 0,00456<br>1 | 0,01851<br>1 | 0,01097<br>2 | 6834 |
| rno0492<br>7 | Cortisol synthesis<br>and secretion                       | 66  | 0,569957 | 1,658347 | 0,00461<br>4 | 0,01851<br>1 | 0,01097<br>2 | 6317 |
| rno0461<br>4 | Renin-<br>angiotensin<br>system                           | 32  | 0,620398 | 1,615778 | 0,00495<br>7 | 0,01964<br>5 | 0,01164<br>4 | 5085 |
| rno0531<br>0 | Asthma                                                    | 25  | 0,678444 | 1,699031 | 0,00521<br>5 | 0,02042<br>1 | 0,01210<br>4 | 5074 |
| rno0305<br>0 | Proteasome                                                | 47  | -0,68223 | -2,45082 | 0,00549<br>5 | 0,02125<br>9 | 0,0126       | 6532 |
| rno0421<br>1 | Longevity<br>regulating<br>pathway                        | 89  | 0,508667 | 1,519338 | 0,00557<br>4 | 0,02131<br>3 | 0,01263<br>2 | 6755 |
| rno0494<br>0 | Type I diabetes<br>mellitus                               | 61  | 0,530153 | 1,521745 | 0,00578<br>7 | 0,02187      | 0,01296<br>2 | 6446 |
| rno0402<br>4 | cAMP signaling<br>pathway                                 | 212 | 0,422712 | 1,346463 | 0,00614<br>1 | 0,02294<br>1 | 0,01359<br>8 | 6674 |

|              |                                                 |     |          |          |              |              |              |      |
|--------------|-------------------------------------------------|-----|----------|----------|--------------|--------------|--------------|------|
| rno0415<br>2 | AMPK signaling pathway                          | 123 | 0,477125 | 1,471605 | 0,00631<br>6 | 0,02332<br>5 | 0,01382<br>5 | 7381 |
| rno0541<br>2 | Arrhythmogenic right ventricular cardiomyopathy | 77  | 0,510126 | 1,501797 | 0,00686<br>5 | 0,02506<br>9 | 0,01485<br>9 | 5837 |
| rno0421<br>8 | Cellular senescence                             | 178 | 0,446984 | 1,424837 | 0,00727<br>7 | 0,02627<br>6 | 0,01557<br>4 | 7299 |
| rno0522<br>6 | Gastric cancer                                  | 148 | 0,454277 | 1,432438 | 0,00736<br>1 | 0,02628<br>8 | 0,01558<br>1 | 8235 |
| rno0522<br>0 | Chronic myeloid leukemia                        | 78  | 0,509248 | 1,518601 | 0,00792<br>8 | 0,02800<br>5 | 0,01659<br>9 | 9005 |
| rno0517<br>0 | Human immunodeficiency virus 1 infection        | 227 | 0,41192  | 1,339554 | 0,00816<br>3 | 0,02852<br>8 | 0,01690<br>9 | 6755 |
| rno0466<br>2 | B cell receptor signaling pathway               | 77  | 0,508656 | 1,524425 | 0,00890<br>9 | 0,03018<br>5 | 0,01789<br>1 | 6651 |
| rno0097<br>0 | Aminoacyl-tRNA biosynthesis                     | 67  | -0,61897 | -2,31985 | 0,00892<br>9 | 0,03018<br>5 | 0,01789<br>1 | 706  |
| rno0123<br>0 | Biosynthesis of amino acids                     | 78  | -0,45163 | -1,73591 | 0,00892<br>9 | 0,03018<br>5 | 0,01789<br>1 | 7911 |
| rno0413<br>6 | Autophagy - other                               | 32  | -0,51315 | -1,7082  | 0,00900<br>9 | 0,03018<br>5 | 0,01789<br>1 | 8452 |
| rno0491<br>3 | Ovarian steroidogenesis                         | 56  | 0,536886 | 1,529986 | 0,00945<br>6 | 0,03136      | 0,01858<br>8 | 5763 |
| rno0491<br>5 | Estrogen signaling pathway                      | 133 | 0,453786 | 1,42921  | 0,00955<br>4 | 0,03136<br>5 | 0,01859      | 7241 |
| rno0492<br>5 | Aldosterone synthesis and secretion             | 95  | 0,484997 | 1,469954 | 0,00978<br>3 | 0,03179<br>3 | 0,01884<br>4 | 7048 |
| rno0031<br>0 | Lysine degradation                              | 63  | 0,504625 | 1,467656 | 0,01075<br>3 | 0,0346       | 0,02050<br>8 | 6633 |
| rno0520<br>3 | Viral carcinogenesis                            | 211 | 0,420045 | 1,359196 | 0,01116<br>8 | 0,03549<br>3 | 0,02103<br>7 | 8620 |
| rno0491<br>8 | Thyroid hormone synthesis                       | 73  | 0,509293 | 1,484946 | 0,01124<br>9 | 0,03549<br>3 | 0,02103<br>7 | 5769 |
| rno0406<br>8 | FoxO signaling pathway                          | 132 | 0,445318 | 1,387697 | 0,01159<br>1 | 0,03622<br>2 | 0,02146<br>9 | 6651 |
| rno0522<br>5 | Hepatocellular carcinoma                        | 178 | 0,417989 | 1,32382  | 0,01349<br>9 | 0,04178<br>4 | 0,02476<br>6 | 8235 |
| rno0401<br>4 | Ras signaling pathway                           | 229 | 0,405584 | 1,299146 | 0,01431<br>5 | 0,04389      | 0,02601<br>4 | 7905 |
| rno0152<br>1 | EGFR tyrosine kinase inhibitor resistance       | 80  | 0,497348 | 1,489694 | 0,01450<br>9 | 0,04406<br>9 | 0,02612      | 7414 |
| rno0437<br>1 | Apelin signaling pathway                        | 138 | 0,442529 | 1,396966 | 0,01467<br>5 | 0,04416<br>1 | 0,02617<br>5 | 7113 |
| rno0120<br>0 | Carbon metabolism                               | 122 | -0,48092 | -1,99231 | 0,01639<br>3 | 0,04888      | 0,02897<br>2 | 7911 |
| rno0516<br>0 | Hepatitis C                                     | 156 | 0,419944 | 1,338312 | 0,01689<br>5 | 0,04991<br>8 | 0,02958<br>7 | 9027 |

How the deposited data were processed for this re-analysis (not part of the article)

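RNA of whole hypothalamus was measured in 65 rats, 1 library per animal, of the RYGB, sham, BWM, saline, liraglutide, PYY3-36, PYY3-36 + liraglutide and lean groups. Group and batch of each library were taken from the labels of the deposited samples, and every library was assigned. Lean animals were taken to be the low-fat-diet-only group of the paper. The groups were treated as given by the paper, with 0.4 mg/kg/day of liraglutide and 0.1 mg/kg/day of PYY3-36, and the saline group received neither.

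The authors made stranded libraries from poly-A RNA, read them from one end, trimmed adapters and low-quality bases with cutadapt, mapped the reads with STAR to the rat genome Rnor_6.0 and counted them with featureCounts on the exons of each gene of the RefSeq annotation. Reads with several places and reads on several genes were counted as fractions. The deposited values are therefore estimated counts per gene, neither normalized nor log-transformed. They were not whole in 30.3% of the nonzero values, at a tolerance of 1e-06. At least 1 count in any library was found for 33452 genes. The RNA of the mitochondrial chromosome was represented by 24 tRNA and rRNA genes only, so a list of protein genes encoded by mitochondrial DNA, planned for the oxidative phosphorylation pathway, matched 0 genes and was left out. For 148 gene symbols the table had more than 1 gene.

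Values were rounded to whole counts, which changed the total of no library by more than 0.001%. Counts on genes per library ran from 20041010 to 36539941. The median was 29571658 in batch A and 23386048 in batch B. The 10 most abundant genes took between 2.89% and 10.1% of a library, and mitochondrial rRNA and tRNA between 0.475% and 3.19%. The precision at this depth was tested on simulated data. Counts were drawn from the means and spreads of these libraries, and 200 of 21871 genes were changed by 2 on the log2 scale in each treated group. In the 8 comparisons between groups, edgeR then recovered between 76.5% and 90.0% of the changed genes, with between 2 and 9 false calls. In 7 of them, without sham vs. saline, DESeq2 recovered between 79.0% and 92.5%. Changes smaller than 2 on the log2 scale were not simulated, so the recovery near the threshold of 1 is not known. Without any difference, the permutation test of list scores gave p under 0.05 in 4.8% to 6.0% of 1000 simulations. With a difference of 1.5 SD it did so in 91.2% for RYGB vs. sham, 63.8% for BWM vs. sham and 82% for RYGB vs. BWM.

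Differential expression was computed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, counts were scaled by TMM, and the robust quasi-likelihood model had terms for the group and for the batch. All 65 libraries were in 1 model. A gene was counted as regulated at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The comparisons were RYGB, BWM and lean vs. sham, RYGB vs. BWM, each hormone treatment vs. saline, and sham vs. saline. Further contrasts of the same model set treated groups against the other control group or against each other. Lists were also tested with camera, with a correlation of 0.01 between genes or an estimated one, and fry of limma 3.58.1. DESeq2 1.42.0 was used for the alternatives and for the size factors behind normalized counts. Coordinates of named genes are those of the annotation of Rnor_6.0.

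Normalized counts of single genes were compared by two-sided permutation tests of the difference of means in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The tests were exact where a group had fewer than 10 animals, with 100000 resamples otherwise. Lepr was compared over RYGB, BWM and sham with a permutation test of the F statistic. Error values are SD for counts and SE for log2 fold changes and score differences. List scores were the mean of log2 of TMM-scaled CPM plus a pseudocount of 1 over the genes of a list that passed the filter. Their difference came from a linear model with group and batch, and the labels of both compared groups were permuted within batches. Tests with covariates and correlations used 20000 resamples. Within 1 batch, groups were compared only if each had at least 3 animals.

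The lists of oxidative phosphorylation (90 genes), receptor families (23), JAK-STAT (19), PI3K-Akt (15) and AMPK genes (9) were written by symbol from general knowledge, because the KEGG gene sets used by the paper were not used here, and gene-set enrichment analysis was not rerun. Marker lists were written for pituitary, choroid plexus, meninges, blood, endothelium, oligodendrocytes, astrocytes, microglia, ependyma and neurons, for the arcuate nucleus, the paraventricular and supraoptic nuclei, the lateral hypothalamus and the ventromedial nucleus, and for thalamus, striatum and cortex. Further lists held genes not expected in brain, ribosomal proteins, immediate early genes, and feeding peptides with drug receptors.

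Genes were named in the text by a fixed rule. They were the genes and receptor families named in the paper's results and discussion, the peptides Npy, Agrp, Pomc and Cartpt, the receptors Glp1r, Npy2r and Npy4r, and for each comparison the 3 genes with the smallest adjusted p in each direction past both thresholds. Genes of a list were otherwise named only as its most abundant member. Groups, comparisons, tests, lists, this rule and most alternatives were set before the data were examined.

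The alternatives were no batch term, 1 batch alone, only the compared groups in the model, size factors (RLE) in place of TMM, no filter on low counts, no threshold on the fold change, DESeq2 with the batch term, DESeq2 with shrinkage with and without the batch term, a block by replicate number, scores of pituitary, choroid plexus and meninges genes as covariates, a correction of each library's trend with gene length (lowess span 0.3, prior count 2), the other control group, pseudocounts of 0.1 and 5, and leaving out each animal of the compared groups in turn. Alternatives added later were brain region scores as covariates, these together with the tissue scores and the length correction, the ribosomal protein score as a covariate, and Lepr with 1 tissue score as a covariate. GC content was not analysed here, since it needs the genome sequence. Other splits of the animals into groups of the same sizes were limited to 60 per comparison. Copied libraries were looked for and not found: the pair of libraries closest to each other, RYGB replicates 12 and 13, had a dispersion index of 14.2, where a copy with counting noise alone would have 1.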

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

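The tests of brain region scores across animals, of Lepr with a tissue score, of single genes without 1 animal, and of whether the hormones explain the genes that differ from sham-treated animals were chosen only after the results were seen.

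In 101 groups of 4 to 10 animals, each for 1 score or 1 named gene, the highest or lowest animal was compared with the rest by Dixon's ratio of the gap to the range. In 19 of them an animal lay further out than 95% of such groups drawn by chance, where chance alone gives about 1 in 20 groups. Most of these animals stood out in scores of marker genes for brain regions or neighbouring tissue, written as lists before the tests. Scores are means of log2(CPM + 1).

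Several animals had few markers of hypothalamic nuclei or many of other brain regions. The lateral hypothalamus score was 1.09 in BWM replicate 1 and at least 6.65 in the other BWM animals, and its ventromedial nucleus score 0.36 against at least 2.66. The striatum score of the same animal was 8.94, with 5.77 in the next BWM animal. It held 3.28 CPM of Pmch, 0.58 of Oxt and 1894 of Ppp1r1b, where the medians of all animals were 563, 407 and 151. Saline replicate 8 had a striatum score of 7.69 (next animal 5.76). The cortex score was 2.80 in BWM replicate 6 (next 1.44) and 4.89 in lean replicate 2 (next 2.35), where Neurod6 reached 15.5 and 58.3 CPM against a median of 2.75. The score of the paraventricular and supraoptic nuclei was 2.50 in PYY3-36 + liraglutide replicate 8 and at least 5.14 in the others of that group. The groups of 11 sham- and 14 RYGB-treated animals were too large for this ratio, and some of their animals were as far out as those named. Sham replicates 6 and 10 had striatum scores of 8.417 and 8.631 and lateral hypothalamus scores of 1.087 and 1.919. Sham replicate 2 had a cortex score of 5.189 and a paraventricular score of 1.279. Sham replicate 1, which moved several gene counts when left out, had the highest thalamus score of its group, 6.776 (next 4.851). Its ventromedial nucleus score was 0.787. RYGB replicate 6 had the highest cortex score of its group, 5.574 (next 2.573), and a ventromedial nucleus score of 0.822. The genes of these lists are not exclusive to their region: 5 of 5 striatum and 4 of 5 cortex genes had a median of at least 1 CPM over all 65 animals. A candidate explanation is that the dissected tissue held more or less of its surroundings. Deviations of the paraventricular score from the mean of group and batch then should fall as those of the cortex and striatum scores rise. For cortex in batch A (n = 37) Pearson's r was -0.563 (permutation p = 0.0012, adjusted p = 0.003) and rho -0.485 (permutation p = 0.0025, adjusted p = 0.006), and r was -0.596 without the 2 animals farthest from the median. In batch B (n = 28) r was -0.415 (permutation p = 0.027) and rho -0.169, and without 2 animals r was -0.258, so there the relation rested on those animals. For striatum in batch B r was -0.517 (permutation p = 0.005, adjusted p = 0.0092), rho -0.554 and r -0.481 without 2 animals. In batch A it was -0.262 (permutation p = 0.11), rho -0.0706 and r 0.116 without 2 animals, so there the relation rested on 2 animals and the explanation stays open. These were 4 of 48 relations between scores. A mislabelled sample was not tested, and no biological explanation was tested for single animals of a group.

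Scores of tissue next to the hypothalamus also set single animals apart. The pituitary score was 2.52 in lean replicate 6 (next 1.02) and 2.33 in PYY3-36 + liraglutide replicate 5 (next 1.18). Gh1, the most abundant gene of this list, was at 8.20 CPM in the latter and at 0 in lean replicate 6, which argues against whole pituitary in that lean animal. The choroid plexus score was 3.11 in PYY3-36 + liraglutide replicate 7 (next 2.25), with 495 CPM of Ttr against a median of 34.6. The meninges score was 6.35 in liraglutide replicate 1 (next 3.53), with 142 CPM of Col3a1, and 2.73 in lean replicate 5, where the other lean animals had at least 4.99. The median of Col3a1 was 26.3. At least 1 CPM in the median of all 65 animals was reached by 1 of 8 pituitary, 7 of 8 choroid plexus and 9 of 9 meninges genes, so that most genes of the latter 2 lists are found in the other samples as well. Neighbouring tissue in some samples may explain these values. Its effect on the treatment comparisons was tested with the 3 scores as covariates: 551 genes were then regulated in RYGB- compared with sham-treated animals, against 518 without the scores. In BWM compared with sham-treated animals and in RYGB-treated compared with BWM animals, 60 regulated genes each turned into 2.

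The Lepr count of BWM replicate 7 was 945, with 344 in the next BWM animal. The same animal had 620 CPM of Col3a1, the most abundant gene of the meninges list, and RYGB replicate 3, the RYGB-treated animal with most Lepr, had 506. Whether Lepr followed meningeal tissue was tested in the 33 animals of the groups outside the Lepr comparison. There Pearson's r between log2 Lepr and the meninges score was 0.818 (permutation p = 5e-05, the smallest that these permutations can give, adjusted p = 0.00047), rho was 0.761, and r was 0.771 without the 2 animals farthest from the median. It was 0.778 in batch A (n = 14) and 0.808 in batch B (n = 19). These belong to 84 relations between Lepr and tissue scores. With the meninges score as a covariate, the Lepr difference between BWM and sham-treated animals went from 1.01 to 0.282 on the log2 scale. The exact permutation p was 0.0316 and 0.904. Only animals of batch A were exchanged there (792 arrangements), so these p-values do not test the printed differences directly. From the drop alone, meningeal tissue may account for most of this Lepr difference. Between RYGB- and sham-treated animals it went from 1.04 to 0.543 (permutation p = 0.0006 and 0.0186, adjusted p of the latter 0.0372 over 16 tests), which argues against meninges as the whole cause in RYGB-treated animals. Other scores mattered less in BWM animals, with 0.596 for endothelium, 0.857 for pituitary and 0.958 for the arcuate nucleus (exact permutation p = 0.0606, 0.0669 and 0.0518). The meninges score itself was higher than in sham-treated animals by 1.27 in RYGB-treated and by 1.88 in BWM animals (adjusted p = 0.362 and 0.265). Whether this reflects sampling or a change of the tissue with weight loss stays open.

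Ffar4 had 219 normalized counts in BWM replicate 5 (next 14.1), Ucn 303 in BWM replicate 7 (next 7.74) and Mrap 182 in BWM replicate 6 (next 24.9). Without that animal the log2 fold changes between RYGB-treated and BWM animals were -0.361 for Ffar4, 0.624 for Ucn and -0.577 for Mrap, so each difference may come from a single library. For Ffar4 this was the animal with 62724 CPM of Gh1 against a median of 0.096, where pituitary tissue is a candidate source. No source was tested for Ucn and Mrap, and no biological explanation was tested.

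The PI3K-Akt score was low in lean replicate 6, with 4.87 against at least 5.17 in the other lean animals, and in PYY3-36 + liraglutide replicate 10, with 4.80 against at least 5.02. The AMPK score was 4.96 in BWM replicate 1, the animal with few hypothalamic markers, and at most 4.69 in the others. No explanation was tested for these scores.

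Comparisons that the paper does not report gave many regulated genes. Compared with sham- instead of saline-treated animals, 496 genes were regulated in PYY3-36 + liraglutide-treated, 567 in PYY3-36-treated and 17 in liraglutide-treated animals. Of the first, 320 were also regulated in the same direction in RYGB- compared with sham-treated animals, and of the second 255. The correlation of log2 fold changes across genes was 0.681 and 0.636. In 6 simulations of unchanged groups with shared sham controls it lay between 0.0735 and 0.127 and between -0.0689 and -0.00509. Shared controls should raise it, so the simulations may leave out part of their effect. How much of both correlations comes from the shared sham-treated animals stays open. An effect of the hormones would also appear against saline-treated animals. With both hormones 1 gene was regulated there by edgeR (554 or 2.533% of genes at an unadjusted p under 0.05) and 19 by DESeq2 with the batch term, which argues against the hormones as the whole cause of the 496 genes. A part stays open: the genes higher than in sham-treated animals had a median log2 fold change of 1.31 against sham and of 0.448 against saline, 2 values that share the hormone-treated animals. With PYY3-36 alone (n = 4), 0 genes were regulated against saline by edgeR (1649 at an unadjusted p under 0.05) and 12 by DESeq2, and the medians were 1.43 and 0.677. Since 7.54% of genes had an unadjusted p under 0.05 there, more than with both hormones, an effect of PYY3-36 cannot be told apart from a difference of the sham group. An effect of the sham operation was not tested, because sham operation and saline infusion were not combined. The sham group also had fewer counts, with a median of 22967576 against 28034521 in PYY3-36 + liraglutide-treated animals. Within batch A the counts overlapped, from 27379945 to 34128565 in sham-treated and from 27990792 to 32748290 in PYY3-36 + liraglutide-treated animals. Of 550 genes higher with RYGB than with sham in batch B, 94.7% were also higher with both hormones than with sham in batch A. This argues against depth as the cause for these 550 genes in batch A, although genes that move together are not independent. For the 496 genes the effect of depth was not tested.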

How the results depend on the processing

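The tests with brain region scores, with these and the tissue scores and length correction together, with the ribosomal protein score, and of Lepr with 1 tissue score were chosen only after the results were seen. For each result that moved, the cause was not tested, unless fewer animals or the setting itself gives it.

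For RYGB vs. sham, 518 genes became 2853 without the threshold on the fold change, 1187 without the batch term, 304 with DESeq2's shrinkage and no batch term, 75 with shrinkage and the batch term, 294 in batch A alone and 1 against saline-treated animals. The other 10 settings gave between 420 (a block by replicate number) and 669 genes (DESeq2 with the batch term). The settings with a block paired animals by their replicate number, and correlations between animals of the same number and batch lay between -0.192 and 0.224 here, at 0.245 and 0.277 for liraglutide vs. saline and between -0.0537 and 0.492 for lean vs. sham.

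For BWM vs. sham, 60 genes became 920 without the batch term, 335 with shrinkage and no batch term, 28 with shrinkage and the batch term, 168 with DESeq2 and the batch term, 273 in batch A alone and 9 against saline. They became 1 with the replicate block, 2 with the tissue scores, 19 with brain region scores, 3 with tissue scores, region scores and length correction together, and 0 with only both groups in the edgeR model, where 2754 genes had an unadjusted p under 0.05. For RYGB vs. BWM, 60 genes became 14 with shrinkage and the batch term, 12 in batch A alone, 2 with the tissue scores and 4 with brain region scores. They became 0 with the replicate block, 0 with the scores and length correction together and 0 with only both groups in the model.

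Compared with saline, edgeR's 0 genes for PYY3-36 became 567 against sham, 12 with DESeq2 and the batch term, 3 with shrinkage and no batch term and 1 with only both groups in the model. The 0 genes for liraglutide became 17 against sham, 14 with DESeq2 and the batch term, 3 with shrinkage and no batch term, 2 with shrinkage and the batch term and 1 in batch B alone. The 1 gene for PYY3-36 + liraglutide became 496 against sham, 19 with DESeq2 and the batch term, 5 with shrinkage and no batch term, 3 with shrinkage and the batch term and 2 without the batch term. It became 0 in batch A, in batch B, with the replicate block, with tissue scores, with region scores, with all scores and length correction, and with only both groups. For lean vs. sham, 0 genes became 601 without the batch term, 141 with shrinkage and no batch term, 15 with shrinkage and the batch term, 4 with DESeq2 and the batch term and 6 with tissue scores. For sham vs. saline, 2 genes became 17 with DESeq2 and the batch term, 16 with shrinkage and no batch term, 8 with shrinkage and the batch term, 4 without the batch term, 1 in batch B and 1 with length correction. They became 0 in batch A, with the replicate block and with only both groups.

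The oxidative phosphorylation difference for RYGB vs. sham, -0.314, kept its sign and lost its side of the threshold in batch A (-0.33), with tissue scores (-0.254), with the ribosomal score (-0.118) and against saline (-0.107). For BWM vs. sham, -0.158 passed the threshold without the batch term (-0.314) and reversed against saline (0.0493). For RYGB vs. BWM, -0.156 reversed with the ribosomal score (0.00713). The receptor families for RYGB vs. sham, 0.33, lost the threshold in batch A (0.218), with tissue scores (0.249) and against saline (0.0665). For BWM vs. sham, 0.24 passed it without the batch term (0.272) and reversed against saline (-0.0236).

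The JAK-STAT difference for RYGB vs. sham, 0.177, lost the threshold in batch A (0.189), with tissue scores (0.12), length correction (0.128), the ribosomal score (0.0877) and against saline (0.063). For BWM vs. sham, 0.228 passed it without the batch term (0.33), and for RYGB vs. BWM -0.0514 reversed with tissue scores (0.025). The PI3K-Akt difference for RYGB vs. sham, 0.121, passed it without the batch term (0.138) and with region scores (0.175). For RYGB vs. BWM, 0.0205 reversed with tissue scores (-0.0211), length correction (-0.0193) and the ribosomal score (-0.0638). The AMPK difference for RYGB vs. sham, 0.0195, reversed in batch A (-0.0262), with a pseudocount of 5 (-0.000191), length correction (-0.0356) and the ribosomal score (-0.0336). For BWM vs. sham, 0.0441 reversed in batch A (-0.00818).

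The F value of Lepr, 3.47, lost the threshold when labels were permuted within batches (3.47, permutation p = 0.0726) and in batch A (1.46). Among single genes, Glra4 reversed in batch B, from 8.68 to -23.2 normalized counts and from 0.232 to -0.416 on the log2 scale. With all scores and length correction, Ffar4 for RYGB vs. BWM went from -3.09 to 0.0663 and Myo15a for BWM vs. sham from 3.26 to -0.227. In batch A, Nwd2 for sham vs. saline went from -1.79 to 0.462.

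Without any single animal, the counts ranged from 337 to 734 for RYGB vs. sham, from 4 to 238 for BWM vs. sham, from 2 to 83 for RYGB vs. BWM, from 0 to 1 for PYY3-36 (1 without PYY3-36 replicate 1), at 0 for liraglutide, from 0 to 1 for PYY3-36 + liraglutide, from 0 to 259 for lean vs. sham and from 1 to 99 for sham vs. saline. The last count moved by over 1.5 times without 13 of 19 animals, most without sham replicate 1 (99). The score differences for RYGB vs. sham, BWM vs. sham and RYGB vs. BWM, in this order, ranged from -0.367 to -0.29, from -0.243 to -0.112 and from -0.219 to -0.0718 for oxidative phosphorylation, and from 0.279 to 0.364, from 0.182 to 0.294 and from 0.0359 to 0.148 for receptor families. They ranged from 0.152 to 0.206, from 0.182 to 0.273 and from -0.0965 to -0.00476 for JAK-STAT, from 0.105 to 0.148, from 0.0454 to 0.138 and from -0.0169 to 0.0756 for PI3K-Akt, and from -0.000136 to 0.0684, from -0.00109 to 0.0985 and from -0.048 to 0.0206 for AMPK. Lepr's F ranged from 3.02 to 4.47. For RYGB vs. BWM, the difference in normalized counts ranged from -97.3 to 54.9 for Lepr and from -48.6 to 1.75 for Ucn, and the log2 fold change of Ucn from -3.15 to 0.624.

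Under the settings that leave out no animal, 62 of 121 gene counts stayed within 1.5 times of the main count. Direction and side of the threshold were kept by 356 of 498 fold changes, 136 of 165 score differences and 80 of 99 differences in normalized counts. For the remaining fold changes, 106 lost the threshold, 32 passed it and 4 reversed. With 1 animal left out, 748 of 839 fold changes, 311 of 320 score differences and 486 of 498 differences in normalized counts kept direction and side. Of the gene counts, 112 of 143 then stayed within 1.5 times of the main count. Batch B alone gave no value for BWM and lean animals and batch A alone none for PYY3-36- and liraglutide-treated animals, which had no animals there. The part of the length correction that concerns GC content was not run. Depth limits the genes with few counts: Npy4r, Glra3, Mrap, Ucn, Ffar4, Chrnb3, Mc5r, Bhlhe23, Pou1f1, Prl and Gpr151 had means under 10 normalized counts in at least 1 compared group, so that their fold changes rest on few reads.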

Differences from the paper's values

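No test in this part was chosen after the results were seen.

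The paper gives 266 upregulated genes in RYGB- compared with sham-treated animals, and 437 were found here. Of the alternatives set before the data were examined, DESeq2 with shrinkage and no batch term gave 266, and batch A alone gave 229. The paper's methods state the shrinkage and name no batch term. The remaining alternatives gave other numbers: 1425 without the threshold on the fold change, 974 without the batch term, 556 with DESeq2 and the batch term, 73 with shrinkage and the batch term, 550 in batch B, 438 with RLE size factors, 480 without the filter on low counts, 406 with the replicate block, 476 with tissue scores, 419 with length correction, 427 with only both groups in the model and 0 against saline.

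For BWM compared with sham-treated animals the paper gives 326 upregulated genes, and 59 were found here. DESeq2 with shrinkage and no batch term gave 326 and batch A alone 246. The numbers were 872 without the batch term, 160 with DESeq2 and the batch term, 27 with shrinkage and the batch term, 68 without the threshold on the fold change, 59 with RLE, 66 without the filter, 1 with the replicate block, 2 with tissue scores, 59 with length correction, 0 with only both groups in the model and 9 against saline.

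The volcano plots of Fig. 2a show about 3 regulated genes for PYY3-36, about 3 for liraglutide and about 5 for PYY3-36 + liraglutide compared with saline, read by eye, where 0, 0 and 1 were found here. DESeq2 with shrinkage and no batch term gave 3, 3 and 5, and for liraglutide shrinkage with the batch term gave 2. For PYY3-36 the other alternatives gave 567 against sham, 12 with DESeq2 and the batch term, 1 with only both groups in the model and 0 in the remaining settings. For liraglutide they gave 17 against sham, 14 with DESeq2 and the batch term, 1 in batch B and 0 otherwise. For both hormones they gave 496 against sham, 19 with DESeq2 and the batch term, 3 with shrinkage and the batch term, 2 without the batch term, and 1 or 0 otherwise.

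The paper reports a single gene as higher in RYGB-treated than in BWM animals, where 0 were found here with the batch term and 1 by DESeq2 with shrinkage and no batch term. For the genes lower in RYGB-treated animals the paper gives 48, and 60 were found here and 48 under that alternative.

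The paper lists Mc4r and Glra4 among the genes with more normalized counts in RYGB- than in sham-treated animals. Here Mc4r was lower, with 104 ± 47.2 vs. 189 ± 90.3 (mean ± SD, permutation test, adjusted p = 0.00554), and Glra4 did not differ, with 85.2 ± 27.1 vs. 76.5 ± 40.8 (permutation test, adjusted p = 0.528). The other 12 of the 14 genes differed in the direction the paper gives, each at an adjusted p under 0.05 in the permutation test of normalized counts. In edgeR with the batch term 5 of these 12 had an adjusted p under 0.05, and Mc4r had 0.101.

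The paper reports no difference for Ffar4, Ucn, Tph2 and Mrap between RYGB-treated and BWM animals. For 3 of them none was found on normalized counts here either, and Tph2 was lower in RYGB-treated animals with an adjusted p of 0.0415 in the exact permutation test. On log2 counts its adjusted p was 0.118, and on counts within batch A 0.0367.

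The paper states that the receptor families CCKR, NTSR, VIPR, MCR and CHRN were upregulated in RYGB-treated animals. Of 23 genes 18 had a higher mean, while Mc4r, Vipr1, Chrna3, Ntsr2 and Chrne were lower, by -0.747, -0.474, -0.435, -0.158 and -0.158 on the log2 scale.

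The paper gives the AMPK and PI3K-Akt pathways as upregulated in RYGB-treated and BWM animals, from enrichment over the KEGG sets. The scores of the shorter lists used here did not pass the threshold, with adjusted permutation p-values of 0.967 and 0.967 for AMPK and 0.124 and 0.53 for PI3K-Akt. The JAK-STAT score passed it in RYGB-treated animals (0.0184) and not in BWM animals (0.114), and without the batch term in both.

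The paper describes lower oxidative phosphorylation as detectable in RYGB-treated animals alone. Here the score was also lower in BWM than in sham-treated animals, by -0.16, and the difference between RYGB-treated and BWM animals was -0.16, each above the threshold (adjusted p = 0.392 and 0.693 in the exact permutation test).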

Other observations

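The tests of genes from 1 batch looked up in the other, with brain region scores, and of the causes of the oxidative phosphorylation score were chosen only after the results were seen. So were the test of gene length without GC content and those of RYGB-treated animals against saline and against BWM animals as tests of the sham group, although the length correction and the other control group were alternatives set earlier.

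In RYGB- compared with sham-treated animals, 518 genes were regulated, and other splits of the 25 animals into groups of the same sizes were used to see whether chance gives as many. The real split gave the highest number of 60 splits, with 13 in the next, so as many genes by chance can be excluded (1 of 60 splits). Tissue next to the hypothalamus as the whole cause is argued against by the 551 genes left with pituitary, choroid plexus and meninges scores as covariates, 349 of them among the 518. Other brain regions in some libraries as the whole cause are argued against by 552 genes with brain region scores as covariates, 373 of them shared. A gene length bias is argued against by 503 genes after length correction, 452 of them shared. Within batch A 294 genes were regulated, but only 93 of them were among the 518, so that for the other genes a batch difference cannot be told apart from the smaller number of animals. The score of genes not expected in brain, which background reads would raise, differed by 0.0458 (permutation p = 0.164), so background reads cannot be told apart from no background here. GC content was not tested.

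The sham group itself was looked at next. Compared with saline-treated animals 1 gene was regulated in RYGB-treated animals (456 at an unadjusted p under 0.05), and between RYGB- and PYY3-36 + liraglutide-treated animals edgeR counted 0 (565). Sham- and saline-treated animals differed in 2 genes by edgeR (2812 at an unadjusted p under 0.05), and in 17 by DESeq2 with the batch term. The edgeR count was 99 without sham replicate 1 and between 1 and 5 without any other animal, so it decides nothing alone. Genes higher in RYGB- than in sham-treated animals in 1 batch were therefore looked up in the other. Of the 550 genes of batch B, 95.6% were also higher in RYGB-treated animals in batch A, where 49.5% of all genes were, which argues against a batch difference for this set. The same genes were higher in saline- than in sham-treated animals of batch A in 93.1%, and in PYY3-36 + liraglutide- than in sham-treated animals in 94.7%. Between RYGB- and saline-treated animals of batch A 45.8% of them were higher, against 56.9% of all genes, with a median log2 fold change of -0.0149. This argues against an effect of RYGB common to both batches as the cause for this set. These shares rest on the same 5 sham-treated and 3 saline-treated animals of batch A. Genes that move together are not independent, so the shares weigh no more than a comparison of these few animals. Of the 229 genes of batch A, 220 were tested in batch B and 45.9% were higher there, against 48.7% of all genes, which argues against an effect of RYGB that both batches share for this set as a whole. Regulated in the same direction in batch B were 22 of them, so for these a shared difference from sham-treated animals stays open. Of the 65 genes lower in batch A, 58 were tested in batch B. There 53.4% were lower than in sham- and 89.7% lower than in saline-treated animals, against 51.3% and 51.6% of all genes. With both hormones 82.8% were also lower than with saline, so for these an effect of RYGB stays open. Of the 57 lower genes of batch B, 77.2% were lower than in sham- and 24.6% lower than in saline-treated animals of batch A. Of all genes 50.5% and 43.1% were. For the genes of batch B the values are in line with a sham group that differs from the other groups, and this may concern the sham animals as much as their libraries. What sets the sham group apart stays open, and a biological effect of the sham operation was not tested. The test for a different RYGB effect in each batch found 0 genes by edgeR, with 2268 at an unadjusted p under 0.05.

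In BWM compared with sham-treated animals, 8 of 60 splits gave at least 60 genes, the highest of the others 589, and in RYGB-treated compared with BWM animals 5 of 60 splits did, the highest of the others 178. Chance can be excluded for neither count. With the 3 tissue scores as covariates, 2 genes were left in each, which is consistent with pituitary, choroid plexus or meninges tissue in some libraries. Of the 8 genes of the pituitary list 1 had a median of at least 1 CPM over all animals, and 5 were among the regulated genes of each comparison. BWM replicate 5 held 62724 CPM of Gh1, BWM replicate 7 held 492, and the median of all animals was 0.096. Without BWM replicate 5, 4 and 2 genes were left. With brain region scores as covariates, 19 and 4 genes were left, so other brain regions in some libraries may also have a part. Gene length bias as the cause of the size of both counts is argued against by 60 and 54 genes after length correction. These counts alone do not show that the genes were the same. Within batch A, which holds every BWM animal, 273 genes were regulated in BWM compared with sham-treated animals, 29 of them among the 60. This argues against a batch difference for these 29 genes and leaves it open for the others of the 60. In RYGB-treated compared with BWM animals 12 genes were regulated within batch A. There a batch difference cannot be told apart from the smaller number of animals. Of the 60 genes of BWM compared with sham-treated animals, 34 were also regulated between RYGB-treated and BWM animals, a comparison without sham-treated animals. Both comparisons share the BWM animals and fell to 4 and 2 genes without BWM replicate 5. The overlap may therefore rest on that library. It does not decide whether sham libraries that differ from the other controls are the whole cause. Compared with saline-treated animals 9 genes were regulated in BWM animals. The score of genes not expected in brain differed by 0.0995 (exact permutation p = 0.048, adjusted p = 0.504) and by -0.0537 (exact permutation p = 0.43), so background reads cannot be told apart either. An effect of food restriction beside these stays open.

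Of 60 splits, 15 gave as many genes as PYY3-36 + liraglutide vs. saline and 13 as many as sham vs. saline, so chance can be excluded for neither. For PYY3-36 vs. saline, liraglutide vs. saline and lean vs. sham, where edgeR counted 0 genes (1649, 456 and 2674 at an unadjusted p under 0.05), any of 60 splits gives as many, so splits say nothing about chance there.

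The lower oxidative phosphorylation score in RYGB-treated animals may belong to a library-wide axis shared with ribosomal protein genes. Across animals, deviations of both scores from the mean of group and batch correlated with r = 0.765 in batch A (rho = 0.626) and 0.754 in batch B (rho = 0.729), with permutation p-values of at most 0.00015 (adjusted p of at most 0.00055 over 48 relations) and r = 0.619 and 0.671 without the 2 animals farthest from the median. With the ribosomal score as a covariate, the difference between RYGB- and sham-treated animals went from -0.314 to -0.118 (permutation p = 0.017, adjusted p = 0.0947). Deviations of the oxidative phosphorylation and JAK-STAT scores went in opposite directions, with r = -0.706 in batch A and -0.725 in batch B (rho = -0.643 and -0.525, permutation p of at most 0.0049), and without the 2 farthest animals r was -0.558 and -0.603. With the tissue scores as covariates the difference was -0.254 (permutation p = 0.00715, adjusted p = 0.0645). Most of the difference was left, but it was no longer past the threshold. Neighbouring tissue as the whole cause therefore cannot be excluded. Gene length bias as the whole cause is argued against by a difference of -0.145 after length correction (permutation p = 0.00207, adjusted p = 0.0155), but the difference was then smaller than the -0.314 without it, so gene length may have a part. The difference between RYGB-treated and BWM animals went from -0.156 to -0.0305 with this correction. An effect of RYGB on both gene sets together would look the same and stays open.

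For lean compared with sham-treated animals, for which the paper reports no RNA results, edgeR counted 0 genes (2674 at an unadjusted p under 0.05, smallest adjusted p = 0.151) and DESeq2 with the batch term 4. The edgeR count was 259 without lean replicate 6 and 207 without sham replicate 1. Their oxidative phosphorylation score differed by -0.20 (exact permutation p = 0.136).

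The marker lists were compared between groups in 105 tests, and in none was the adjusted p under 0.05. In RYGB- compared with sham-treated animals the scores differed by 0.49 for pituitary, 0.61 for choroid plexus, 1.27 for meninges, 0.35 for blood, 0.06 for endothelium, -0.35 for oligodendrocytes, 0.24 for astrocytes, 0.05 for microglia, -0.21 for ependyma and -0.15 for neurons. They differed by 0.37 for the arcuate nucleus, 1.21 for the paraventricular and supraoptic nuclei, 1.28 for the lateral hypothalamus, 1.01 for the ventromedial nucleus, 0.06 for thalamus, -0.78 for striatum and 0.05 for cortex. The differences were -0.31 for ribosomal proteins, -0.23 for immediate early genes and 0.30 for feeding peptides with drug receptors. The lowest adjusted p, 0.0504, belonged to ribosomal proteins in PYY3-36 + liraglutide- compared with sham-treated animals, with a difference of -0.42 (permutation test).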
